# Acute and Chronic Plasma Metabolomic and Liver Transcriptomic Stress Effects in a Mouse Model with Features of Post-Traumatic Stress Disorder

**DOI:** 10.1371/journal.pone.0117092

**Published:** 2015-01-28

**Authors:** Aarti Gautam, Peter D’Arpa, Duncan E. Donohue, Seid Muhie, Nabarun Chakraborty, Brian T. Luke, Dmitry Grapov, Erica E. Carroll, James L. Meyerhoff, Rasha Hammamieh, Marti Jett

## Abstract

Acute responses to intense stressors can give rise to post-traumatic stress disorder (PTSD). PTSD diagnostic criteria include trauma exposure history and self-reported symptoms. Individuals who meet PTSD diagnostic criteria often meet criteria for additional psychiatric diagnoses. Biomarkers promise to contribute to reliable phenotypes of PTSD and comorbidities by linking biological system alterations to behavioral symptoms. Here we have analyzed unbiased plasma metabolomics and other stress effects in a mouse model with behavioral features of PTSD. In this model, C57BL/6 mice are repeatedly exposed to a trained aggressor mouse (albino SJL) using a modified, resident-intruder, social defeat paradigm. Our recent studies using this model found that aggressor-exposed mice exhibited acute stress effects including changed behaviors, body weight gain, increased body temperature, as well as inflammatory and fibrotic histopathologies and transcriptomic changes of heart tissue. Some of these acute stress effects persisted, reminiscent of PTSD. Here we report elevated proteins in plasma that function in inflammation and responses to oxidative stress and damaged tissue at 24 hrs post-stressor. Additionally at this acute time point, transcriptomic analysis indicated liver inflammation. The unbiased metabolomics analysis showed altered metabolites in plasma at 24 hrs that only partially normalized toward control levels after stress-withdrawal for 1.5 or 4 wks. In particular, gut-derived metabolites were altered at 24 hrs post-stressor and remained altered up to 4 wks after stress-withdrawal. Also at the 4 wk time point, hyperlipidemia and suppressed metabolites of amino acids and carbohydrates in plasma coincided with transcriptomic indicators of altered liver metabolism (activated xenobiotic and lipid metabolism). Collectively, these system-wide sequelae to repeated intense stress suggest that the simultaneous perturbed functioning of multiple organ systems (e.g., brain, heart, intestine and liver) can interact to produce injuries that lead to chronic metabolic changes and disorders that have been associated with PTSD.

## Introduction

Post-traumatic stress disorder (PTSD) is a commonly occurring, debilitating anxiety disorder that often persists for many years and is frequently associated with exposure to multiple traumas [1]. Significant controversy surrounds the diagnosis of PTSD [2] that is based on history of exposure to extreme traumatic event(s) and reported symptoms including persistent re-experiencing of the event(s), persistent avoidance and numbing to trauma-related stimuli, increased arousal, and clinically significant distress that impairs social, occupational, or other important areas of functioning for more than one month [3]. The PTSD lifetime prevalence rate from the National Comorbidity Survey was estimated at 7.8% among the general population of American men and women [4]. PTSD prevalence rates are higher in individuals exposed to severe traumas, and in post-conflict settings ranged from 16 to 37% [5,6] with 22% of 289,328 veterans of the Iraq and Afghanistan conflicts entering VA health care from 2002 to 2008 after having received the diagnosis of PTSD [7].

Neurological/physiological alterations associated with PTSD comprise both central and autonomic nervous systems, and include hyperarousal of the sympathetic nervous system with sensitized and augmented acoustic-startle eye blink reflex and sleep abnormalities, as well as changes in noradrenergic, hypothalamic-pituitary-adrenocortical, serotonergic, glutamatergic, thyroid, endogenous opioid, and other systems [6]. Brain imaging has revealed reduced volume of the hippocampus and anterior cingulate cortex, excessive amygdala activity, and reduced activation of the prefrontal cortex.

Psychometric and psychophysiologic techniques have been developed to assess PTSD [8]. Self-reporting comprises a large part of the diagnosis of PTSD, but it is prone to controversial diagnoses. Additional controversy in the diagnosis of PTSD relates to the high rate of comorbid conditions; i.e., individuals who meet the PTSD diagnostic criteria are likely to meet criteria for one or more additional diagnoses [6,9]. As such, PTSD may be categorized into multiple dimensions with traits such as cognition, mood, and social interactions existing on a continuum from normal to extreme [10]. Ongoing research aims to continue to link these behavioral dimensions with underlying molecular pathologies in order to construct valid, measurable traits for PTSD as well as to clarify the boundaries and overlap with other mental disorders, toward improving PTSD prevention, diagnosis and treatment [10].

Animal models of anxiety disorders vary widely. In the current study, we used a previously validated C57BL/6J mouse model with PTSD-like features [11]. Mice are stressed by exposures to trained aggressor mice for 5 or 10 6-hr sessions daily in a cage-in-cage environment wherein the subject mouse is removed from the smaller cage for up to three random times during each 6 hr session to be attacked by the aggressor for one minute or ten strikes, whichever comes first. In previous studies with this model, subject mice experienced acute stress effects, including body weight gain, increased body temperature, cardiac inflammation and transcriptomic changes, and behaviors indicative of fear and anxiety. Some of these acute stress effects persisted following 1.5 to 6 weeks of stress-withdrawal, reminiscent of PTSD. Here we have evaluated additional acute and chronic stress effects in this model, including changes in the transcriptome of liver and proteins and metabolites in plasma. In particular, transcriptomics indicated liver inflammation at 24 hrs post-stressor. Unbiased metabolomics identified altered metabolites derived from the gut microbiota as early as 24 hrs post-stressor that remained altered up to 4 wks. Also, at this chronic time point, aggressor-exposed mice displayed metabolomic markers of hyperlipidemia and transcriptomic indicators of altered xenobiotic and lipid metabolism in liver. These observations contribute to defining acute stress effects and their chronic sequelae following repeated exposures to intense stressors.

## Results and Discussion

### Study Design

C57BL/6J mice were analyzed for unbiased plasma metabolomics, serum proteins, histopathology, and liver transcriptomics following control (Ctrl) or aggressor exposure (AggE) for 6 hrs daily for either 5 or 10 days. Twenty-four hours after these stressor regimens, as well as 1.5 weeks after the 5-day regimen, and 4 weeks after the 10-day regimen, histopathology was performed and terminal bleeds and tissues were obtained for analysis. One hour prior to sample collection, during a partition test [11], mice were exposed to the potent situational cue associated with the aggressor exposures. The experimental design is shown in Fig. 1.

**Figure 1:**
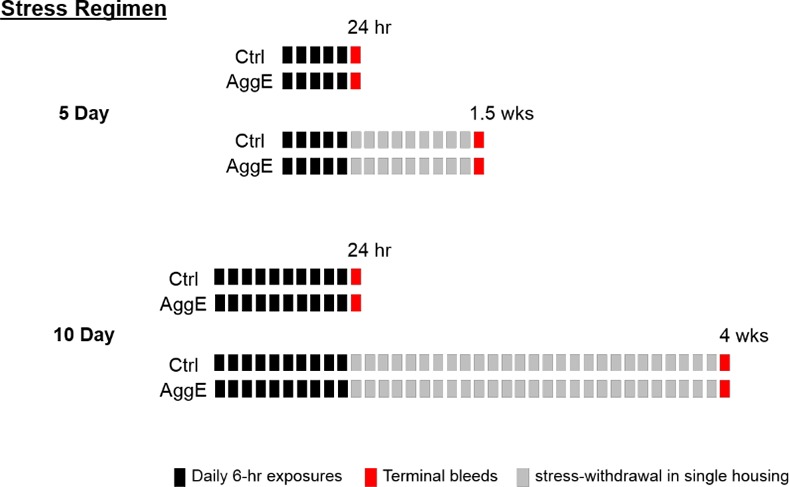
Study design. Mice were exposed to a trained aggressor mouse for 6 hrs daily for 5 or 10 days (black rectangles). Control mice were exposed on the same schedule and under the same conditions but with no aggressor mouse present. Terminal bleeds and tissue samples (red rectangles) were obtained 24 h after the 5- and 10-day regimens as well as 1.5 weeks after the 5-day and 4 weeks after the 10-day stressor regimens. Mice were singly housed throughout the experiment.

### Plasma metabolite alterations of AggE mice at 24 hrs post-stressor partially normalized after stress-withdrawal for 1.5 or 4 wks

The unbiased plasma metabolomics detected 330 named metabolites and 166 unidentified compounds (S1 File). For the named metabolites, the pairwise comparisons of their levels between Ctrl and AggE were associated with high *q*-values, likely due to the small sample size of 5 or 6 mice per group and the known highly variable response of even inbred mice to stress. However, analysis of unadjusted p-values showed trends in the data. Clearer trends were identified by analyzing superpathways and subpathways of metabolites constructed based on KEGG, HMDB and the internal knowledge base of Metabolon, Inc. (Durham, NC). Within many of these pathways, numbers of elevated or suppressed metabolite levels in AggE vs. Ctrl differed from the null hypothesis of equal numbers (binomial test).

In pairwise analysis, AggE-altered metabolites were more numerous at 24 hrs after the last stress session as compared to after 1.5 or 4 wks of stress-withdrawal (Welch’s t-test and 2-way ANOVA): 40 and 14 metabolites were altered at 24 hrs and 1.5 wks, respectively (*p* ≤ 0.05), after the 5-day stress regimen; and, 37 and 20 metabolites were altered at 24 hrs and 4 wks, respectively (*p*≤ 0.05), after the 10-day stress regimen. This trend suggests that the acute metabolic perturbation of AggE mice partially normalized toward the Ctrl level after the mice had been withdrawn from the stressor for 1.5 and 4 wks.

### Evidence for habituation to the 10-day vs. the 5-day stressor regimen

Time-dependent changes in plasma metabolites were also evident in both Ctrl and AggE mice. In AggE mice, 103 (5-day regimen) and 30 (10-day regimen) metabolite levels were significantly different between the acute (24 hrs) and chronic time points (1.5 or 4 wks). Similarly, in control mice, 90 (5-day regimen) and 76 metabolites differed (10-day regimen) between the acute and chronic time points (S1 Table). Thus, greater numbers of metabolites were altered with time after the 5-day regimen as compared to the 10-day regimen, despite the 10-day-regimen mice having received five additional AggE sessions and having been withdrawn from the stress for 2.5 wks longer than the 5-day-regimen mice. This may indicate that the mice receiving the 10-day regimen habituated to the stressor between the 5^th^ and 10^th^ daily exposure (i.e., metabolites had already normalized 24 hrs after the 10^th^ stressor session). Consistent with this interpretation, the treatment effect (Ctrl vs. AggE, acute and chronic time points combined), the time effect (acute vs. chronic; Ctrl and AggE combined), and the treatment and time interaction (two-way ANOVA), were all greater after the 5-day compared to the 10-day stress regimen (S1 Table). Thus, there were fewer metabolic changes 24 hrs after the 10-day stress regimen as compared to the 5-day stress regimen, suggesting habituation to the metabolic effect of the stressor.

Consistent with habituation, the percent of mice that jumped in response to the aggressor or fought back against the aggressor dropped between the 4^th^ and 10^th^ days of the stress regimen (unpublished data). Additionally, in the heart, an order of magnitude fewer AggE-vs.-Ctrl transcripts were evident at 24 hrs after the 10-day than after the 5-day regimen, and inflammation transcripts peaked on the third day of the AggE regimen and then fell as tissue remodeling transcripts rose, suggesting healing despite the 6 hr daily AggE sessions on days 4 to 10 [12].

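The liver transcripts come from 39 mice, each hybridized to 1 dual dye Whole Mouse Genome array with the liver RNA labeled with Cy-5 and a reference RNA labeled with Cy-3. AggE mice had been exposed to an aggressor mouse in daily sessions for 5 or 10 days, and Ctrl mice had not. There were 4 Ctrl and 5 AggE mice at 24 hrs post-5-day stressor, at 24 hrs post-10-day stressor and at 1.5 wks post-5-day stressor, and 6 of each at 4 wks post-10-day stressor. Some sample labels name another regimen (1 day in place of 5 for the AggE mice at 24 hrs post-5-day stressor, and 10 days in the titles of the AggE mice and of 1 Ctrl mouse at 1.5 wks), and these mice were grouped by the paper's design. The authors deposited the brightness of each spot and of its local background in both channels, with the signals and log10 ratios that Feature Extraction made from them. From the median spot intensities, the background was corrected (limma's normexp with an offset of 50), each array was loess-normalized and the arrays were quantile-normalized, after which each value is the log2 ratio of liver to reference. Signals were low. In Cy-5, the share of probes well above background was 25.3% to 31.0% (median 29.8%) in Ctrl and 15.7% to 28.2% (median 22.6%) in AggE mice at 24 hrs post-5-day stressor. It was 30.8% to 44.3% (median 38.5%) and 32.1% to 44.2% (median 39.2%) at 24 hrs post-10-day stressor. At 1.5 wks the range was 18.6% to 41.0% (median 22.5%) in Ctrl and 15.2% to 47.7% (median 22.4%) in AggE mice, and at 4 wks it was 46.1% to 70.4% (median 51.7%) and 42.0% to 57.0% (median 53.4%). The number of arrays limits the precision of every group mean. The arrays lie on 11 slides, scanned on 2 days. At both 24 hr points, Ctrl and AggE mice share no slide, whereas 1 slide held both groups at 1.5 wks and 1 at 4 wks. Choices that can change the numbers are the background correction and its offset, since many probes are dim, the normalization between arrays and the slide. The 2-fold limit for calling a gene is another.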

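With all 8 groups in 1 limma fit, 55 genes differed between AggE and Ctrl livers by 2-fold or more with an unadjusted p of 0.05 or less at 24 hrs post-5-day stressor, 33 higher and 22 lower in AggE mice. By 24 hrs post-10-day stressor 31 genes did, 27 higher and 4 lower, and 22 genes were called in both contrasts. With the p-value adjusted over the 25903 probes tested (Benjamini-Hochberg), 36 and 16 genes were past both limits, of which 25 and 15 were higher. Without a limit on the fold, 831 and 18 genes had a limma adjusted p of 0.05 or less, and 4150 and 726 an unadjusted one. The change after 5 days minus the change after 10 days, tested itself in the same fit, was past 2-fold and the unadjusted limit for 11 genes, 1 with a more positive and 10 with a more negative change after 5 days. After adjustment limma called 0 of these differences at 2-fold and 7 without a limit on the fold, and 1711 genes had an unadjusted p of 0.05 or less. This count of 11 fell to 6 without Ctrl mouse 3 or AggE mouse 4 of the post-5-day group, and was 18 without Ctrl mouse 4 of the post-10-day group. The alternative that moved the post-5-day count and the difference most was the use of the signals processed by Feature Extraction, with 2135 genes post-5-day, 440 genes post-10-day and 1482 genes for the difference, and the post-10-day count moved most with the deposited log ratios, to 617. The counts at 24 hrs were 33 and 22 with the slide as a random block.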

As a further indication of habituation, in the liver there were ~3-fold more AggE-vs.-Ctrl differentially expressed genes (DEGs, > 2-fold) at 24 hrs after the 5-day stressor than at 24 hrs after the 10-day stressor (2169 vs. 668 for 5- and 10-day mice, respectively; Table 1). 

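Lists of genes for 23 functions, tissues and regulators, drawn up from general knowledge and from the genes the paper names, were tested with limma's camera on the moderated t of the same fit, with an inter-gene correlation preset at 0.01. Of the 92 combinations of list and contrast, 17 had a Benjamini-Hochberg adjusted p of 0.05 or less. Under fry, which takes the correlation between genes from the arrays, 8 did, and of the 17 only the calls of the acute phase, metallothionein and PPARα target lists at both 24 hr points held. When mice were split at random into groups of the same sizes, the median was 3 lists past the camera limit in each contrast. The real numbers were 4 (24 hrs post-5-day), 1 (1.5 wks), 9 (24 hrs post-10-day) and 3 (4 wks). A camera adjusted p near the limit is therefore weak evidence. For 24 hrs post-5-day stressor, 11 genes of superoxide and hydrogen peroxide production (such as Cybb, Ncf1 and Sod2) had a median log2 fold change of -0.0031, with 5 of 11 higher in AggE mice (camera adjusted p = 0.973). Of 27 leukocyte genes, 21 were higher, with a median log2 fold change of 0.044 (camera adjusted p = 0.204). For 12 neutrophil genes, as phagocytes, the median was 0.088 with 10 of 12 higher (camera adjusted p = 0.343). In the leukocyte list limma called 0 genes over all genes tested and 3 adjusted over the list alone, with 5 at an unadjusted p of 0.05 or less. In the neutrophil list it called 0 genes either way, with 2 unadjusted, and in the hydrogen peroxide list 0 by all 3 counts. The share of genes not well above background in either group was 48.1% in the leukocyte list, 83.3% in the neutrophil list and 45.5% in the hydrogen peroxide list. Small changes in those dim genes may have been missed at this signal. The alternative that moved the leukocyte list most in its call was leaving out the normalization between arrays, with a median of 0.12 and an adjusted p of 0.0184 (range over the alternatives 0.0184 to 0.807).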

Gene set enrichment analysis of these DEGs showed the downstream functions ‘biosynthesis of hydrogen peroxide’, ‘accumulation of leukocytes’, and ‘activation of phagocytes’ as the top three and only activated functions at 24 hrs post-5-day stressor (category ‘Physiological System Development and Function’, (S2 Table). Conversely, at 24 hrs after the 10-day stressor, the top activated function was ‘binding of fibroblast cell lines’, and the top two inhibited functions were ‘quantity of neutrophils’ and ‘quantity of phagocytes’. These results are consistent with those from heart tissue (below and [12]) and suggest that inflammation of livers of AggE mice at 24 hrs post-5-day stressor may have transitioned to fibroblast infiltration at 24 hrs post-10-day stressor.

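At 24 hrs post-10-day stressor, 18 of 23 genes of fibroblasts and their matrix (such as Col1a1, Col3a1 and Acta2) were higher in AggE livers, with a median log2 fold change of 0.11 (camera adjusted p = 0.0104, fry adjusted p = 0.709). In the fit with a random block for the slide, the median was 0.030 (adjusted p = 0.0596), and without AggE mouse 1 it was 0.029 and without Ctrl mouse 1 it was 0.060, both short of the limit (range of adjusted p over the alternatives 1.22e-04 to 0.709). Limma called 0 genes of the list over all genes tested and 1 adjusted over the list alone, with 3 at an unadjusted p of 0.05 or less. Post-5-day stressor at 24 hrs it called more, 1 over all genes tested and 3 adjusted over the list alone, with 4 unadjusted. In the post-5-day group at 24 hrs the median of the same list was 0.11 with 14 of 23 genes higher (camera adjusted p = 0.759), past the limit in 5 of 25 alternatives, as with only probes well above background (median 0.17, adjusted p = 0.00105, range over the alternatives 0.00105 to 0.97), and the difference between the regimens had a median of -0.040 (adjusted p = 0.431). The 12 neutrophil genes were higher in 11 cases post-10-day stressor, with a median of 0.074 (camera adjusted p = 0.0487, fry adjusted p = 0.530), and 91.7% of them were not well above background in either group. That call held in 5 of 24 alternatives. Limma called 0 neutrophil genes over all genes tested, 0 adjusted over the list alone and 0 at an unadjusted p of 0.05 or less. The difference between the regimens was not past the limit for the neutrophil list (adjusted p = 0.930), the leukocyte list (0.955) or the hydrogen peroxide list (0.604).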

**Table 1:** Summary of differentially expressed genes between livers of Control and AggE mice.

	5-Day Stress Regimen		10-Day Stress Regimen	
	24 hr	1.5 wk	24 hr	4 wk
Up-regulated genes^*^	842	530	383	193
Down-regulated genes^*^	1327	522	285	139
Totals	2169	1052	668	332

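At 1.5 wks post-5-day stressor, 8 genes were past 2-fold and an unadjusted p of 0.05 or less, 8 higher and 0 lower in AggE mice. Limma called 0 genes after adjustment, with or without the limit on the fold, and 614 genes had an unadjusted p of 0.05 or less. The count of 8 depended on single mice, being 57 without Ctrl mouse 2, 48 without Ctrl mouse 4, and 3 without Ctrl mouse 3. At 4 wks post-10-day stressor, 62 genes were past both limits, 28 higher and 34 lower, and 23 genes were past 2-fold after adjustment, 11 higher and 12 lower. Without Ctrl mouse 2 these 2 counts at 4 wks were 122 and 88, and without AggE mouse 3 the adjusted count was 5. When the slide was a fixed block, 9 genes were called at 1.5 wks and 232 at 4 wks, and 0 and 26 of them were among the genes called without the block. At each point only 1 slide held both groups, with 1 AggE and 3 Ctrl mice, so that these counts rest mostly on 1 AggE mouse (mouse 5 at 1.5 wks and mouse 1 at 4 wks). The 6 Ctrl mice at 4 wks lie 3 and 3 on a pair of slides, and 152 genes differed between the slides by the same limits, 50 higher and 102 lower, in mice with no difference in treatment.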

^*^ Based on ≥ 2 fold change of probe intensity with *p*-value ≤ 0.05.

### Heart histopathology was unique to AggE mice; lymphoplasmacytic infiltrates of other organs were similar in Ctrl and AggE mice but varied with stressor duration and post-stress time

Similar to the heart transcriptomics, histopathology of heart tissue of AggE mice at 24 hrs after the 5-day stress regimen appeared to be a higher grade than after the 10-day regimen [11]. Heart inflammatory histopathologies of the 5-day-AggE mice at 24 hrs had disappeared by 1.5 wks when fibrosis or fibroplasia and myocardial degeneration were present. In 10-day AggE mice at the 24 hr point, much more fibrosis, fibroplasia and degeneration were present compared to at 24 hrs after the 5-day AggE, indicating the injury had started to heal by the 11^th^ day after the start of the 10-day regimen. A larger percentage of 5-day AggE mice at 1.5 wks than the 10-day AggE mice at 4 wks showed fibrosis or fibroplasia and myocardial degeneration, which are likely remnants of the injury that persisted at 1.5 wks but was evidently healed by 4 wks (S1 Fig.).

Acute, intense psychological stressors such as inter-male aggressive encounters or catecholamine administration have been shown to induce organ tissue injury [13,14]. Upon fighting, Epidermal Growth Factor (EGF) released from submandibular salivary glands protected against heart injury, but not against liver injury [15]. However, twice daily adrenergic stimulation decreased the EGF content of submandibular glands by almost 90%, and further adrenergic stimulation did not increase plasma EGF levels [15]. This result suggests protective mechanisms against acute stress can become exhausted in response to chronic stress. In our model, the repeated, intense, 5- and 10-day AggE sessions likely exhausted mechanisms for protecting heart tissue from intense adrenergic stimulation.

In contrast to the cardiac lesions found only in AggE mice, lymphoplasmacytic infiltrates of liver, gallbladder, kidney, and stomach were of similar grades in Ctrl and AggE mice. This suggests the possibility that the Ctrl condition, which reproduced the AggE condition with the exception that the aggressor was absent, was a significant stressor, likely involving social isolation stress. Although similar in Ctrl and AggE mice, immune cell infiltrates of liver, gallbladder, kidney, and stomach differed from each other in trends of rate of development and the impact of the stressor duration (S2 Fig.). Kidney lymphoplasmacytic interstitial infiltrates apparently worsened with time, while liver lymphoplasmacytic infiltrates lessened during stress-withdrawal. For organs with infiltrates that increased during stress-withdrawal, the trends suggest the possibility that the 10-day regimen might have been more damaging than the 5-day regimen, and/or the alterations could have been cumulative or developed more fully by 4 wks than by 1.5 wks.

### Elevated plasma proteins at 24 hrs post-stressor indicate damaged tissue in AggE mice

In plasma, we detected 41 proteins in the Rodent Multi-Analyte Profile v.2.0 Antigens (Myriad-RBM) panel at 24 hrs after the 5- and 10-day stressors. This analysis showed that haptoglobin and myeloperoxidase and serum amyloid P-component (False Discovery Rate *p*≤0.05 [16]) were significantly elevated in plasma of AggE over Ctrl mice at 24 hrs for the 10-day-exposed mice as well as for the combined group of 5-day- and 10-day-exposed mice (S2 File). These proteins are involved in responses to oxidative stress, damaged tissue, and inflammation. Myeloperoxidase is stored in azurophilic granules of neutrophils, oxidizes chloride ions to the potent bactericidal oxidant hypochlorous acid [17], and has been widely used as marker of inflammation in acute and chronic conditions, including cardiovascular disease [18]. Haptoglobin is an acute phase protein, increased during inflammation [19], which has been observed to rise in response to a number of psychological stresses as well as depression [20,21]. Serum amyloid P-component (SAP) is a member of the highly conserved pentraxin superfamily along with the classical acute-phase reactant, C-reactive protein (CRP); both SAP and CRP transcription are activated in response to endoplasmic reticulum stress [22]. SAP has anti-fibrotic effects [23] and binds molecular arrays such as DNA, chromatin, histones, and phosphoethanolamine-containing membranes, suggesting it functions in the clearance of late apoptotic cells [24].

Additionally, tissue inhibitor of metalloproteinases 1 (TIMP-1) was elevated in 10-day AggE over Ctrl mice (FDR corrected, *p* = 0.038), and matrix metalloproteinase-9 (MMP-9) was elevated in the 5-day-exposed over the 10-day-exposed mice (combined Ctrl and AggE groups). MMP-9 and matrix metalloproteinase family members are involved in the degradation of extracellular matrix in processes such as wound healing, and TIMP-1 is natural inhibitor of MMP-9, and the two proteins are markers consistently indicted in cardiovascular disease development and prognosis [25,26]. MMP-9 levels have been associated with direct effects of cortisol and norepinephrine (references in [27]), and independently predicted new cardiac events in patients with stable coronary disease [28], as well as having been independently associated with psychosocial factors in a normal middle-aged population [27]. Additionally, in our model, in heart tissues, MMP-2 and TIMP-1 transcripts were elevated in AggE mice at 24 hrs after the 5-day and 10-day stress regimens.

In contrast, granulocyte chemotactic protein-2 (GCP-2) and macrophage-derived chemokine (MDC) were elevated in Ctrl relative to AggE mice at 24 hrs, which may indicate a different trajectory of inflammation resulting from the stress of the Ctrl condition.

### Gut microbiota-derived metabolites in plasma of AggE mice were altered at both acute (24 hrs) and chronic (1.5&4 wks) time points

To explore metabolic alterations occurring at 24 hrs that potentially persisted out to 1.5 and 4 wks, we used random forests (RF) to classify AggE vs. Ctrl at 24 hrs and 1.5&4 wks (combined 5-day and 10-day groups). The resulting lists of the top 10% of metabolites with the greatest ‘mean decrease accuracy’ (MDA) at the acute and chronic time points were analyzed for overlaps [29]. Nine metabolites overlapped between the two lists (Table 2, *p* = 0.002, Fisher’s exact test). Five of the 9 overlapping metabolites were gut-derived metabolites: phenylpropionylglycine, phenol sulfate, hippurate, 3-phenylpropionate, and p-cresol sulfate. Three of these—3-phenylpropionate, phenylpropionylglycine, and hippurate—were elevated in AggE mice at both acute and chronic time points post-10-day regimen (t-test, *p* ≤ 0.05), and the acute and chronic time points of the combined 5- and 10-day group (t-test, *p* ≤ 0.05). These three metabolites are among the most elevated metabolites in AggE mice, being on average 6.7-fold elevated at 24 hrs and 2.8-fold elevated at 1.5&4wks.

**Table 2:** Metabolites that classify AggE vs. Ctrl mice at both acute and chronic time points.

	24 hrs			1.5&4 wks		
	MDA	FC	p-value	MDA	FC	p-value
Phenylpropionylglycine*	14.3	10	0.005	3.5	3.95	0.024
phenol sulfate*	14.2	1.27	0.090	5.9	0.77	0.143
Hippurate*	12.6	8.07	0.008	3	2.52	0.025
3-phenylpropionate (hydrocinnamate)*	7.9	2.16	0.021	7.3	1.97	0.015
p-cresol sulfate*	7.1	0.69	0.244	5.2	0.77	0.054
2'-deoxycytidine	22	1.64	0.001	2.1	1.13	0.152
palmitoyl sphingomyelin (d18:1/16:0)	13.5	1.26	0.007	15	1.11	0.015
creatinine	7.8	0.76	0.022	8.2	0.88	0.159
2-linoleoylglycerophosphocholine	6.8	0.83	0.183	6.1	0.91	0.277

MDA—‘mean decrease accuracy’ from random forests analysis

FC—fold change

*metabolites derived from gut microbiota

The metabolite 3-phenylpropionate is a known metabolic product of anaerobic bacteria [30]. Both hippurate and phenylpropionylglycine are derived from 3-phenylpropionate. Phenylpropionylglycine is the glycine conjugate of 3-phenylpropionate. Hippurate is a glycine conjugate of benzoate, derived from 3-phenylpropionate via catalysis by Medium-chain acyl-CoA dehydrogenase (MCAD) [31,32]. Hippurate has been found to be 17-fold lower in plasma of germ-free mice than conventional mice, and phenylpropionylglycine was detected exclusively in conventional samples [30]. Phenol sulfate and p-cresol sulfate have been shown to be reduced several hundred to 1000-fold in germ-free mice [30].

The remaining four metabolites identified by RF that overlapped between 24 hrs and 1.5&4 wks were apparently diverse. Notably, 2’-deoxycytidine was the best single classifier of AggE vs. Ctrl mice in the combined 5- and 10-day groups at 24 hrs using either distance-dependent K-nearest neighbor analysis (sensitivity = 90.9%, specificity = 81.8%) or rule-based machine learning.

### Gut microbiota-derived and other metabolites in plasma altered at either acute or chronic time points

In addition to the gut-derived metabolites identified by RF, pairwise and correlation analyses revealed additional gut-derived metabolites that were elevated in AggE at 24 hrs. Two of six metabolites that were “perfect classifiers” of AggE vs. Ctrl mice (i.e., levels were all higher or lower in AggE mice) at 24 hrs post-5-day stressor are metabolites of the gut microbiota; 2-(4-hydroxyphenyl)propionate and indolelactate. Both were elevated in AggE vs. Ctrl mice (combined 5- and 10-day groups). 2-4-hydroxyphenyl)propionate is a fecal bacteria fermentation product of tyrosine [33,34], which increased in feces of antibiotic-treated mice [35], and it also positively correlated in our dataset with indolelactate (r = 0.86), which is the other elevated perfect classifier. Indolelactate is a tryptophan metabolite produced by *Bifidobacterium* species [36], and was found to be at least 10-fold more abundant in urine of germ-free mice colonized with *Bifidobacterium longum* than in germ-free mice or mice colonized with *Bacteroides thetaiotaomicron* [37]. It was also 7-fold reduced in serum in a model of inflammatory bowel disease [38]. Additionally, 2-(4-hydroxyphenyl)propionate correlated with indolepropionate (r = 0.71). Indolepropionate has been identified in the plasma of conventional mice but not in germ-free mice [30].

Of the top 10%, or 33, highest MDA metabolites, 24 did not overlap between the 24 hr and 1.5&4 wk time points. Unique to the 24 hr time points were the additional gut-derived metabolites indolelactate and 2-(4-hydroxyphenyl)-propionate (also identified as perfect classifiers), and one of their correlating gut-derived metabolites, indolepropionate. Another gut-derived metabolite altered at 24 hrs was phenyllactate [39]. Thus, these gut-derived metabolites appear altered at the acute time, in addition to the gut-derived metabolites altered at both the acute and chronic times. Additionally, two fibrinogen cleavage peptides were highly ranked unique RF classifiers of AggE mice at the 24 hr time point. Fibrinogen cleavage products have been associated with inflammation [40].

The RF-classifying metabolites unique to 1.5&4wks included three plant-derived biochemicals, campesterol [41], piperidine [42] and daidzein [43]. Additionally, seven lysophospholipids were among the RF top-scoring metabolites at 1.5&4 wks and they were all elevated. These results suggest that AggE stress may have damaged the GI tract [44]. In addition to a likely altered gut microbiota, other changes could possibly include altered intestinal absorption and altered liver metabolism. The GI tract responds to stress and mediators of stress (including glucocorticoids and catecholamines) with disturbed motor activity, ulcerations, enteritis, and altered transepithelial ion transport [45–47], all of which can affect the composition of the microbiota [48]. Also, gut bacteria can respond directly to catecholamines with changes in growth and virulence gene expression [45]. Alterations in intestinal bacterial-host interactions have been suggested to cause liver injury [49].

### Metabolites of the major metabolic fuels in plasma were altered at acute and chronic time points

The major metabolic fuels, carbohydrates, amino acids, and lipids differed in plasma levels dependent upon the stressor duration and the length of the stress-withdrawal period (Fig. 2). At 24 hrs after the 5- and 10-day stressors, 81% and 76% of the 21 carbohydrate metabolites were higher in plasma of AggE mice (binomial test, *p* = 0.003, post-5-day stressor, and *p* = 0.013, post-10-day stressor). But after withdrawal from the stress for 1.5 and 4 wks, only 57% and 29% of plasma carbohydrates were elevated, fewer than at 24 hrs (test of equal proportions: *p* = 0.182 and *p* = 0.005, respectively; and *p* = 0.002 for the combined 5-day and 10-day group).

**Figure 2:**
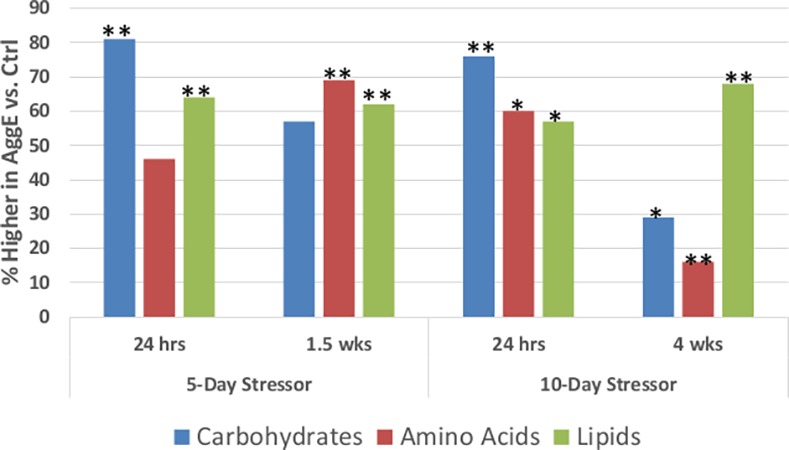
Percent of metabolites of metabolic fuels higher in AggE vs. Ctrl mice. The Carbohydrate, Amino acid and Lipid superpathways are comprised of 21, 98, and 134 metabolites, respectively. Asterisks indicate *p*≤0.05 (*) and *p*≤0.01 (**) for obtaining the percent elevated metabolites shown (exact binomial test).

Acutely elevated carbohydrate metabolites in plasma of AggE mice could possibly reflect the action of the primary stress mediators, epinephrine and corticosterone, on fuel storage and availability. Corticosterone mobilizes amino acids mainly from muscle, making more available in the plasma to enter gluconeogenesis in the liver to promote glucose and glycogen synthesis [50]. Thus, more glycogen is made available for glycogenolysis stimulated by epinephrine, which can release within minutes large amounts of glucose into the blood [50]. The rise in blood glucose in turn stimulates insulin secretion, but high levels of glucocorticoid make skeletal muscle and adipose tissue resistant to insulin’s stimulatory effects on glucose uptake and utilization [50]. Consistent with this scenario, at the acute time point, glucose level showed a trend to be elevated 1.2-fold in the 5-day 24 hr group (*p* ≤ 0.1) and 1.18-fold in the combined 5-day and 10-day 24 hr group (*p* ≤ 0.1). Also possibly consistent with this trend, 2-hydroxybutyrate, an indicator of insulin resistance and impaired glucose regulation [51–53], was 1.74-fold elevated in the combined group of 5- and 10-day AggE mice at 24 hrs (*p* = 0.007). However, changes in 2-hydroxybutyrate have also been related to the oxidative stress response in the liver and increased glutathione synthesis.

Conversely, the number of amino acid metabolites elevated in AggE mice at 24 hrs post-5-day stressor was not greater, but more of them were elevated at 24 hrs after the 10-day stressor (60% of 98 metabolites, *p* = 0.017). Of the major metabolic fuels, only amino acid metabolites appeared to differ between the 5-day-24 hr and 10-day-24 hr groups (proportion test, *p* = 0.063), coincident with habituation. More amino acid metabolites were also elevated in AggE mice at 1.5 wks, and significantly more than at 24 hrs (*p* = 0.001). The fewer plasma amino acid metabolites of AggE mice at 24 hours after the 5-day regimen may have possibly resulted from higher glucocorticoid signaling, resulting in depleted muscle capacity for mobilizing amino acids.

At 4 wks post-stressor, the great majority of amino acid metabolites, as well as carbohydrate metabolites, were lower in the plasma of AggE vs. Ctrl mice. Only 29% of carbohydrate and 16% of amino acid metabolites were higher in AggE than in Ctrl mice at this time point, while 68% of lipid metabolites were elevated in AggE.

A possible explanation for these trends is that at the 4 wk time point, when the allostatic load of AggE mice was evidently lowest, there may have been a return toward baseline of the sensitivity of hypothalamic-pituitary axis (HPA), as well as its effectors muscle and liver. In this scenario, the elevated lipid metabolites may have resulted in part from the situational cue of the aggressor during the partition test, which occurred less than one hour prior to the terminal bleed. This likely elicited a fear-related memory that activated the sympathetic-adrenomedullary axis, thus producing epinephrine, which activates hormone-sensitive lipase to mobilize lipids from adipose tissue. In contrast, glucocorticoid genomic programing of muscle and liver at 4 wks had likely returned nearer to baseline, and the fear-related memory only one hour before the terminal bleed may have been too short for slow glucocorticoid genomic changes to have taken full effect. The results of this could have been lower amino acid mobilization and gluconeogenesis, which would explain the low numbers of amino acid and carbohydrate metabolites in the plasma of AggE mice at 4 wks relative to the other time points when allostatic load was evidently higher.

Consistent with this scenario, plasma corticosterone trended higher at 4 wks relative to the earlier time points. In our unbiased metabolomic analysis (semi-quantitative LC-MS/MS analysis), corticosterone trended lower in AggE than in Ctrl mice at the two 24 hr points and at 1.5 wks, but trended higher in the AggE mice at 4 wks. Following up on this result, we performed a corticosterone ELISA on plasma samples from a replicate set of mice groups and got the same result; corticosterone trended lower in AggE mice at the two 24-hour points and at 1.5 weeks, but trended higher in AggE mice at 4 wks. Thus, two different assays performed on different plasma samples resulted in the same trend of relative corticosterone levels between AggE and Ctrl at four time points (*p* = 0.06 for this binomial distribution).

One possible explanation for these trends is that at both 24 hr time points and the 1.5 wks time point, the HPA had already become desensitized, potentially involving attenuated release of pituitary ACTH and/or reduced adrenal responsiveness [54]. However, at these earlier times of higher allostatic load, glucocorticoid-programing of muscle and liver may have been already put them into a heightened state for mobilizing amino acids and producing glycogen. But these heightened states could have diminished by 4 wks, although HPA responsiveness may have been restored. This could possibly explain the elevated corticosterone one hour after exposure to the situational cue of the AggE, despite carbohydrate and amino acid metabolites being lower in AggE mice at this time.

Another model based on the social defeat paradigm (in NMRI mice) found that repeated stress increased core body temperature (as in our model) and after one social defeat, corticosterone levels peaked at 30 min [55]. By one day after the single social defeat, corticosterone level was also increased, but not after the 4^th^ or 8^th^ defeat over 2 wks, while it was dramatically increased 24 hrs after the 12^th^ defeat after 3 weeks of experimentation [55]. Also in this study, mice after the 12^th^ defeat that were withdrawn from the stress for 9 days were sensitized to a novel stressor. The trend we observed is similar to this and suggests the possibility that the HPA axis was de-sensitized at 24 hrs and 1.5 wks and may have become re-sensitized by 4 wks.

Lipid metabolites in plasma of AggE mouse were elevated at all the time points. This effect could have been due to the rapid activation of hormone-sensitive lipase by adrenalin in adipose tissue to increase fat utilization for energy during the stress of the fear memory and afterwards. Elevated lipid metabolites could also result from chronic peripheral effects, including damage to and reprogramming of the organs that absorb, mobilize, and utilize the major fuels [56].

### Specific metabolite subpathways altered by AggE stress

To assess possible coordinate regulation of metabolites related through chemical pathway or structure, we used a Manhattan distance method (see Methods section). This method identified 15 subpathways (of the 65 subpathways in our data set) whose metabolites were coordinately altered across the 8 comparisons of AggE vs. Ctrl and 24 hrs vs. 1.5 or 4 wks. These 15 subpathways were hierarchically clustered based on their metabolites’ distance means. This produced two large clusters. One consists of 9 subpathways of the lipid superpathway. The other consists of 3 subpathways under the Amino Acid superpathway and one subpathway under each of the Peptide, Carbohydrate and Xenobiotic superpathways (Fig. 3). The most distinct differences between these two clusters are the suppressed metabolites of the non-lipid subpathways and the elevated metabolites of the lipid subpathways at 4 wks.

**Figure 3:**
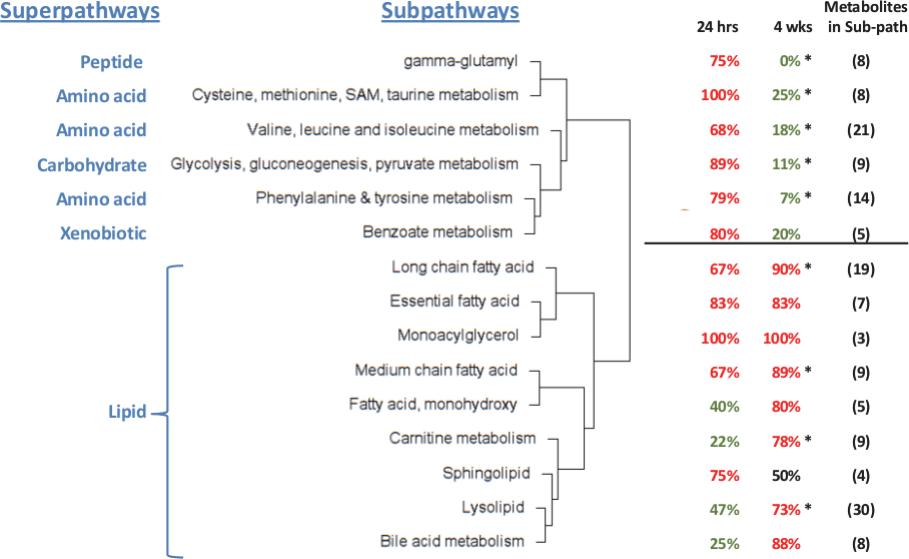
Dendrogram of 15 subpathways whose metabolites’ plasma levels changed coordinately. Shown is the hierarchical clustering of subpathways by mean Manhattan distance score, which describes the similarity in the direction of change (higher or lower) of metabolites of a subpathway in the eight comparisons of AggE vs. Ctrl and 24 hrs vs. 1.5 or 4 wks. Also shown for each subpathway is the percentage of metabolites higher (red) or lower (green) in AggE vs. Ctrl mice at 24 hrs and 4 wks after the 10-day stressor. The distance means for the lipid and non-lipid branches of the dendrogram were 3.1 (*p* = 1E-04) and 3.07 (*p* = 1E-04). Asterisks indicate the subpathways also determined by exact binomial test to have more metabolites lower or higher in AggE vs. Ctrl.

We also evaluated all of the 65 subpathways, including the 45 subpathways without significantly co-regulated metabolites, to identify subpathways with more AggE vs. Ctrl metabolites elevated or suppressed at any time point (exact binomial test). The most marked change was at 4 wks (Fig. 4) when many of the altered pathways were the same ones found with the Manhattan distance method. Additionally, the exact binomial test identified the subpathways ‘Glycine, serine and threonine metabolism’, ‘Urea cycle; arginine-, proline-, metabolism’, and ‘Krebs cycle’, as being suppressed in AggE vs. Ctrl mice at 4 wks after the 10-day stressor. The subpathways identified by both methods are shown overlaid onto the network of their structural and pathway relationships, which also depicts the relative levels of their metabolites in plasma of AggE vs. Ctrl mice (Fig. 5).

**Figure 4:**
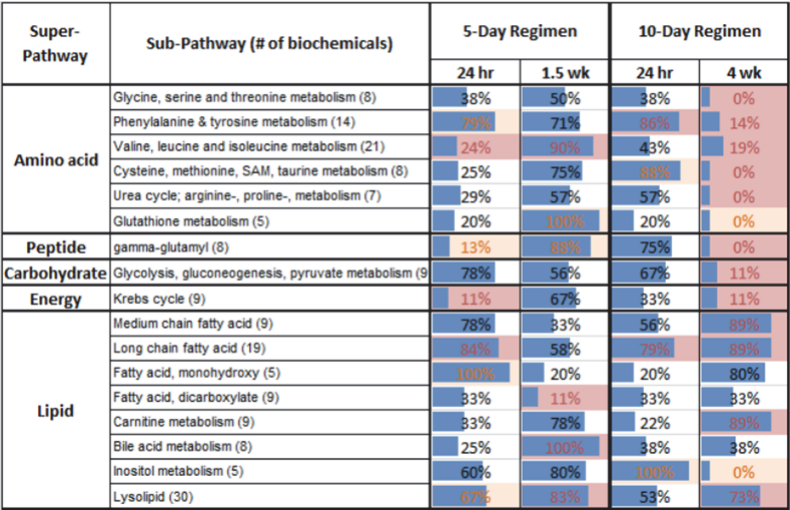
Percent of metabolites in subpathways elevated in AggE vs. Ctrl. Blue bars represent the percentage of all metabolites in the subpathway that were elevated in plasma of AggE vs. Ctrl mice. Red shading indicates *p* ≤ 0.05 and light orange shading indicates *p*≤ 0.1 (exact binomial test). Subpathways were included in the figure only if there was a significant difference at these *p*-values in one of the four AggE vs. Ctrl comparisons.

**Figure 5:**
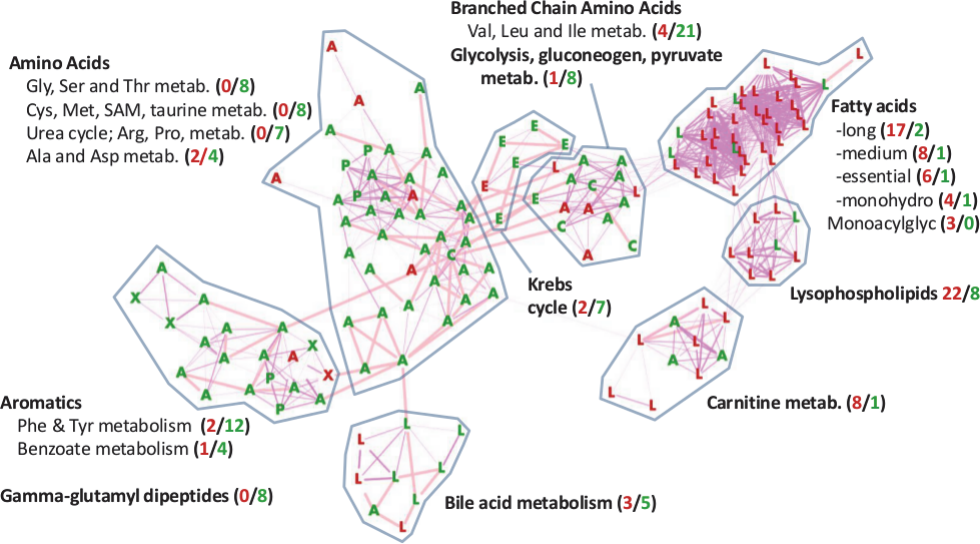
Higher levels of lipid and lower levels of amino acid metabolites in plasma of AggE vs. Ctrl mice at 4 wks after AggE-withdrawal. Shown are individual metabolites that were lower (green) or higher (red) in AggE vs. Ctrl mice at 4 wks post-AggE. Metabolites are shown for subpathways that had metabolites that were coordinately regulated (shown in Fig. 3) or that had significantly different numbers of higher or lower metabolites in AggE mice (shown in Fig. 4). The node labels indicate the superpathway designation of the metabolites: **A**, Amino acid; **C**, Carbohydrate; **L**, lipid; **E**, energy; **P**, Peptide; and **X**, xenobiotic. The metabolites are distributed using a force-directed, edge-unweighted algorithm in Cytoscape [89], with biochemical relationships shown as pink edges (KEGG) and structural similarities shown as violet edges (Tanimoto similarity >0.7). Metabolites for which a KEGG or PubChem Compound (CID) Identifier was available are shown. Numbers in parentheses indicate the number of elevated (red) and suppressed (green) metabolites in the subpathway, regardless of the availability of KEGG or CID identifiers. Subpathway labels are shown next to the groupings (by eye) where they were most abundant.

Overall, at 4 wks after the stressor, the elevated lipids of AggE mice plasma included several structural classes of fatty acids (medium and long chain, essential, and monohydroxy), lysophospholipids, carnitine metabolites and bile acids. Conversely, suppressed subpathways included ‘Glycolysis, gluconeogenesis, pyruvate metabolism’, ‘Krebs cycle’ and several subpathways of amino acid metabolism. This analysis is consistent with the superpathway analysis (major fuel metabolites) discussed above, in which carbohydrates and amino acids were suppressed and lipids were elevated in AggE vs. Ctrl mice at the 4 wk time point.

The relationships of these altered subpathways to each other, and to the stressor durations and stress-withdrawal periods are complex, but hypotheses can be inferred. For example, the five conjugated bile acids in plasma were all lower (*p* = 0.031, binomial test) in 5-day AggE mice at 24 hrs (by 1.32-fold on average), which could reflect higher sympathetic nervous system activity thus causing changes in the gut and liver at this time of high allostatic load. In contrast, after a 1.5 wk withdrawal from stress, all five conjugated bile acids were higher in AggE mice vs. Ctrl mice (5.9-fold average) as were the three unconjugated amino acids (i.e., 8 of 8 were elevated *p* = 0.004). Also, in the combined group of 5-day and 10-day mice, total bile acids in AggE plasma was 1.15-fold lower (6 of 8 lower) at 24 hrs and 3.12-fold higher (6 of 8 higher) than in Ctrl plasma at 1.5&4 wks. Elevated total serum bile acids is an indicator of liver disease and can reflect reduced hepatic clearance of bile acids from the hepatic portal blood. Additionally, bile acid metabolism can be regulated by the gut microbiota, and the bile acid tauro-muricholic acid is an antagonist of the farnesoid X receptor (FXR) [57].

### In liver, inflammation at 24 hrs and metabolic alterations at 4 wks are indicated by transcriptome analysis

Although lymphoplasmacytic infiltrates of livers of Ctrl and AggE mice showed similar levels (S2 Fig.), sub-histological alterations could have been present. We therefore analyzed differentially expressed genes (DEGs) of liver for enrichment in the ‘inflammatory response’ function annotation. 

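The acute phase response, in which inflammatory cytokines raise the transcription of plasma proteins in the liver, was followed with 23 genes. Post-5-day stressor at 24 hrs, 20 of 23 were higher in AggE mice, with a median log2 fold change of 0.71 (camera adjusted p = 1.10e-12, fry adjusted p = 3.97e-06). Limma called 8 of them past an adjusted p of 0.05 over all genes tested and 11 adjusted over the list alone. Besides Saa1, Saa3 and Lcn2, these 8 were Serpina3n with a log2 fold change of 2.41, Orm3 with 2.30, Apcs with 2.26, Orm2 with 1.50 and Cp with 0.71. Post-10-day stressor, 19 of 23 at 24 hrs were higher, with a median of 0.37 (camera adjusted p = 1.87e-20, fry adjusted p = 1.51e-04), and 5 genes over all genes tested and 7 adjusted over the list alone were called. At 1.5 wks the median was 0.015 with 13 of 23 higher (camera adjusted p = 0.706), and limma called 0 genes by adjusted or unadjusted p. At 4 wks it was -0.24 with 7 of 23 higher (camera adjusted p = 0.543), and 3 genes were called over all genes tested, 3 adjusted over the list alone. The change at 24 hrs minus the change at 1.5 wks had a median of 0.46 over the list (camera adjusted p = 2.86e-11), and the change at 24 hrs post-10-day stressor minus that at 4 wks a median of 0.96 (1.67e-09). The calls at both 24 hr points held in 25 of 25 alternatives, with medians from 0.22 to 1.03 post-5-day and from 0.030 to 0.81 post-10-day.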

More AggE vs. Ctrl DEGs (up- and down-regulated genes) were enriched in this function and with more significant *p*-values at 24 hrs than at 1.5 and 4 wks. Because the infiltrates only contribute transcripts to the tissue, we also analyzed up-regulated transcripts alone. These up-regulated transcripts in AggE mouse liver were enriched in ‘immune cell trafficking’ at 24 hrs, but not at 1.5 or 4 wks.

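The leukocyte list was used for immune cell transcripts. Of its 27 genes, 19 at 24 hrs post-10-day stressor were higher in AggE livers, with a median log2 fold change of 0.037 (camera adjusted p = 0.0291, fry adjusted p = 0.265). Limma called 0 of its genes over all genes tested and 0 adjusted over the list alone, with 3 at an unadjusted p of 0.05 or less. The call of the list held in 14 of 25 alternatives and was lost without Ctrl mouse 2 or 3, or without AggE mouse 1, 2 or 4. At 1.5 wks 15 of 27 genes were higher, with a median of 0.013 (camera adjusted p = 0.685), and at 4 wks 11 of 27, with a median of -0.073 (0.393). Limma called 0 genes at 1.5 wks by any of these counts. At 4 wks it called 1 over all genes tested and 5 adjusted over the list alone. The change at 24 hrs minus the change at the later time point had a median of 0.069 post-5-day stressor (camera adjusted p = 0.478) and of 0.14 post-10-day stressor (0.0395).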

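TNF, IL1B and lipopolysaccharide act through shared target genes, of which 28 (such as Nfkbia, Icam1, Cxcl1 and Socs3) were tested as 1 list. At 24 hrs post-5-day stressor 13 of 28 were higher in AggE livers. The median log2 fold change was -0.031, the mean was 0.0060 and camera's direction was up, so that the signs differ, and the list was not past the limit (camera adjusted p = 0.772). Limma called 1 gene over all genes tested and 2 adjusted over the list alone, and 50% of the genes were not well above background in either group. Without normalization between arrays the median was 0.19 with an adjusted p of 0.00470 (range over the alternatives 0.00470 to 0.985). This setting and another scaling with the same values were the 2 of 25 alternatives that called the list.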

Upstream regulator analysis also indicated inflammatory changes of liver at 24 hrs, as the cytokines IL1B and TNF were predicted to be activated with z-scores greater than 2.0 (z-scores were 3.2 and 2.2; and *p*-values 2.04E-07 and 1.05E-06, respectively)[58]. Conversely at 4 wks these predicted cytokines trended toward being inhibited (IL1B: z-score -1.170, p-value 8.72E-04; TNF: z-score -0.303, p-value 1.77E-05). 

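At 4 wks post-10-day stressor, 8 of the 28 genes induced by TNF, IL1B and lipopolysaccharide were higher in AggE livers and the rest were lower, with a median log2 fold change of -0.16 (camera adjusted p = 0.0217). The call held in 16 of 29 alternatives and was lost without Ctrl mouse 2 or 3 or without AggE mouse 1. Without normalization between arrays the direction changed, with a median of 0.068 (adjusted p = 0.312, range over the alternatives 0.00214 to 0.796). Limma called 0 genes of the list over all genes tested and 2 adjusted over the list alone, with 8 at an unadjusted p of 0.05 or less.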

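The transcripts of the cytokines CCL2, CSF2, EDN1, IFNB1, IL1A, IL1B, IL18, IL22, IL27, IL33, OSM and TNF among others, 15 in all, have a probe in the fit. At 24 hrs post-5-day stressor 12 of the 15 were not well above background in either group, and the others changed on the log2 scale by 0.044 (Ccl2), 0.053 (Il18) and 0.56 (Il27). As a list they had a median of 0.053 with 10 of 15 higher in AggE livers (camera adjusted p = 0.162, fry adjusted p = 0.00693). The smallest adjusted p of a single cytokine was 0.122, so that limma called 0 of them, with 4 at an unadjusted p of 0.05 or less. Neither Il1b nor Tnf was well above background in any of these mice, so that no fold is given for them. Post-10-day stressor the list had at 24 hrs a median of 0.029 with 11 of 15 higher (camera adjusted p = 0.204), with single changes from -0.11 (Il33) to 0.43 (Il27) where both groups had signal. At 4 wks 2 of the 15 were not well above background in either group, the list had a median of 0.012 with 8 of 15 higher (camera adjusted p = 0.938), and the largest fall was that of Il33 (log2 fold change -0.28, adjusted p = 0.124). Limma called 0 cytokines at the 24 hr point post-10-day stressor and at 4 wks, and in each 1 had an unadjusted p of 0.05 or less.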

Of all the cytokines with a significantly predicted state of upstream activation for both 24 hr and 4 wk time points, 16 were predicted to be in an activated state (CCL2, CSF2, EDN1, IFNB1, IL1A, IL1B, IL17C, IL18, IL22, IL23A, IL27, IL33, LIF, OSM, TNF, and TNFSF12) and 2 were predicted to be in an inhibited state (IL3, TNFSF12). All 16 with an activated state were predicted for the 24 hr samples, and the two activators with an inhibited state were predicted for the 4 wk samples.

Of all upstream activators at any time point, the topmost one predicted for the AggE vs. Ctrl DEGs was ‘lipopolysaccharide’ (smallest *p*-value) and it was predicted to be highly activated at the 24 hr points (z-scores were 4.4 and 3.1; *p*-values 5.42E-06 and 4.5E-03, respectively, for post-5- and 10-day stressors), but trended toward being inhibited at 1.5 and 4 wks (z-scores -1.9 and -1.7; p-values 2.83E-01 and 9.70E-06, respectively, for 5- and 10-day stressors).

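For the same 28 target genes of lipopolysaccharide, TNF and IL1B, 19 were higher in AggE livers at 24 hrs post-10-day stressor, with a median log2 fold change of 0.028 (camera adjusted p = 0.220). In 6 of 25 alternatives this list was past the limit, with a median of 0.11 from the signals processed by Feature Extraction (adjusted p = 0.0106; range over the alternatives 3.98e-04 to 0.973), and in 1 of these, without AggE mouse 5, the median was 0.053. At 1.5 wks 10 of 28 were higher, with a median of -0.028 (camera adjusted p = 0.432), and without Ctrl mouse 4 the list was lower past the limit, with a median of -0.090 (adjusted p = 0.0195, range over the alternatives 0.0195 to 0.984). Limma called 0 genes of the list at both points, with 1 gene post-10-day stressor and 0 at 1.5 wks at an unadjusted p of 0.05 or less. The change at 24 hrs minus the change at 4 wks was higher for 23 of 28 genes, with a median of 0.20 (camera adjusted p = 0.00448), and the change at 24 hrs minus that at 1.5 wks had a median of 0.073 (0.484). Between the regimens at 24 hrs, the difference had a median of -0.037 (0.737).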

At 24 hrs post-stressor, despite no detectable difference in liver lymphoplasmacytic infiltrates between AggE and Ctrl mice, the gene set enrichment analysis indicated that the AggE livers were more inflamed than the Ctrl livers. Additionally, well known stress response genes were among the highest up-regulated genes in AggE mouse liver at this acute time point (e.g., lipocalin 2, metallothioneins, serum amyloid proteins). These data suggest sub-histopathological liver damage was an early effect of the AggE stress.

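Of 18259 genes tested, Mt2, Saa3, Saa1 and Mt1 had the largest fitted rises in AggE livers at both 24 hr points, and Lcn2, which also rose, has only a lower bound and no rank. At 24 hrs post-5-day stressor, the log2 ratio of liver to reference for Saa3 was 3.41 ± 1.19 (SD, n = 5) in AggE and -0.81 ± 0.37 (SD, n = 4) in Ctrl mice, a log2 fold change of 4.23 (SE 0.38, limma adjusted p = 2.24e-08). For Saa1 it was 5.66 ± 0.52 (SD, n = 5) against 1.92 ± 0.55 (SD, n = 4), a change of 3.74 (SE 0.44, limma adjusted p = 2.62e-06). Mt2 was at 0.23 ± 1.29 (SD, n = 5) against -4.07 ± 0.22 (SD, n = 4), a change of 4.30 (SE 0.82, limma adjusted p = 0.00361), and Mt1 changed by 3.74 (SE 0.52, limma adjusted p = 4.16e-05). Lcn2 was not well above background in any Ctrl mouse, so that it was at least 6.28-fold higher in AggE mice (limma adjusted p = 5.04e-08). This bound sets the mean of the AggE arrays against, per Ctrl array, the higher of the dimmest signal well above background and the probe's own, per channel and without a dye swap. Of the other members, Saa2 had a log2 fold change of 0.95 (adjusted p = 0.447), Saa4 of 0.20 (0.803) and Mt3 of -0.63 (0.278), and Mt4 was not well above background in either group. The calls of Saa3, Saa1 and Lcn2 held in 23 of 23 alternatives and those of Mt1 and Mt2 in 22, being lost with the slide as a random block. Saa2 was past the limit both lower in AggE mice with the signals processed by Feature Extraction, at -1.25, and higher from Cy-5 alone, at 6.14, as it was post-10-day stressor at 5.53, and the direction of Saa4 changed between alternatives, from -0.82 to 1.18. Post-10-day stressor, the log2 fold change at 24 hrs was 4.15 for Mt2 (limma adjusted p = 0.0223), 3.49 for Saa1 (1.31e-05), 3.32 for Saa3 (2.44e-06) and 3.14 for Mt1 (0.00145), and Lcn2 was at least 5.30-fold higher (2.44e-06). With the slide as a random block the adjusted p was 1 for Mt2 and Mt1 and 0.0507 for Saa1 and Saa3, short of the limit, and 0.0472 for Lcn2. Over all alternatives it ran from 6.69e-05 to 1 for Mt2, 8.17e-07 to 1 for Mt1, 5.08e-07 to 0.0507 for Saa1, 3.74e-09 to 0.0507 for Saa3 and 1.93e-10 to 0.0472 for Lcn2. The call of Mt2 post-10-day held in 12 of 23, and was lost when any 1 of the 4 Ctrl mice or AggE mouse 1, 2 or 3 was left out, and that of Mt1 held in 21. None of these 5 changes differed between the regimens (smallest adjusted p 0.822, for Saa3). The list of 4 metallothioneins had a median of 1.97 post-5-day stressor with 3 of 4 higher (camera adjusted p = 0.00511). Post-10-day stressor the median was 1.53 with 2 of 4 higher (4.59e-04), and Mt3, at -0.27, and the dim Mt4 were lower. Limma called 2 genes in each over all genes tested, and 4 and 2 adjusted over the list alone. At 1.5 wks its median was -0.25 (camera adjusted p = 0.543) and at 4 wks it was -0.13, where camera's direction was up (0.95). Of the serum amyloid genes, Saa4 was lower in AggE mice at 4 wks, with a log2 fold change of -1.18 (limma adjusted p = 0.0109). Saa1, Saa2 and Saa3 were not called there.

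**Figure D1:**
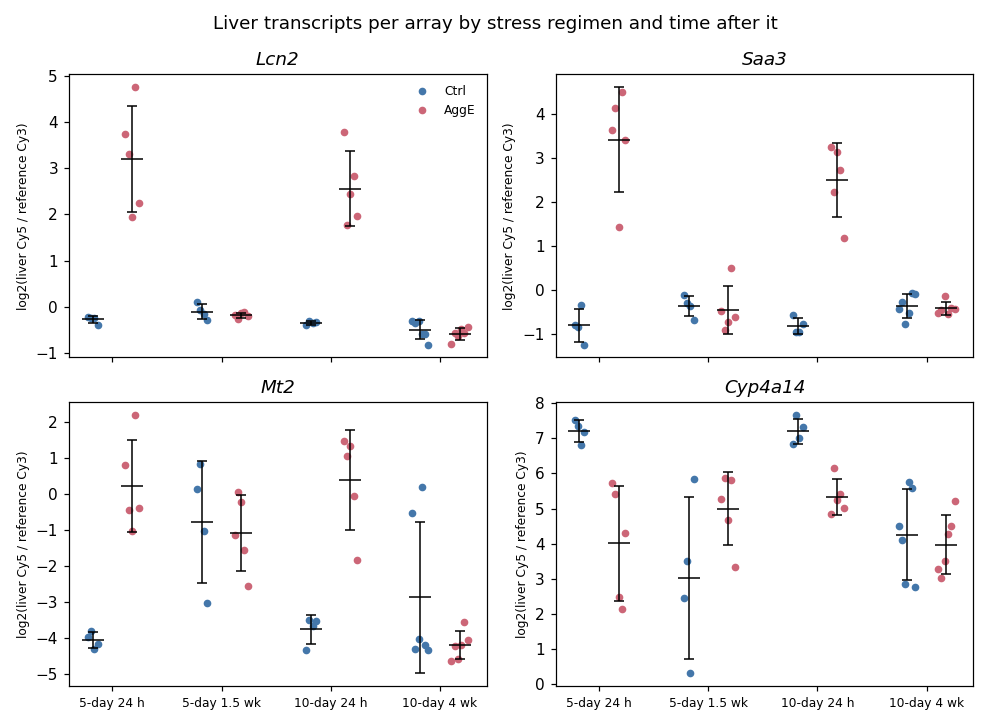
Log2 ratio of liver (Cy-5) to reference (Cy-3) on the y axis for Lcn2, Saa3, Mt2 and Cyp4a14, with 1 point per mouse, Ctrl mice in blue and AggE mice in red for each regimen and time point on the x axis, a black bar at the mean and error bars of 1 SD. At 24 hrs post-5-day stressor the means for Saa3 are 3.41 in AggE and -0.81 in Ctrl mice.

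From the inflammatory functions and regulators predicted at 24 hrs, with no detectable difference in infiltrates, and from these stress response genes, the paper proposes sub-histopathological liver damage as an early effect of the stress.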

In contrast to the indicated inflammation at 24 hrs post-stressor, a different picture emerged at 4 wks post-stressor. Downstream function analysis in the ‘nutritional disease’ category showed significant enrichment in ‘adult-onset obesity’. The 42 enriching genes in ‘nutritional disease’ included 26 that were enriched in ‘weight gain’. This is consistent with the body weight gain of AggE vs. Ctrl mice that steadily increased up to the 10^th^ day of the stressor regimen (data not shown). In the category ‘hepatic system development and function’, significant enrichment was found in ‘abnormal morphology of liver’ (liver, parenchyma, and hepatocytes; B-H p-value = 4.49E-02, 24 genes). In the ‘hepatic system development and function’ category overall, 38 genes were enriched. 

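Of 22 target genes of PPARα, a nuclear receptor that turns on fatty acid oxidation in the liver, 15 were higher in AggE livers at 4 wks, with a median log2 fold change of 0.074 (camera adjusted p = 0.118). In 5 of 29 alternatives the list was past the limit, in each of them higher, with medians of 0.17 without background correction (adjusted p = 0.00466) and 0.30 with the signals processed by Feature Extraction (0.0133); the adjusted p over the alternatives ran from 0.00453 to 0.868, and 1 of the 5 was leaving out AggE mouse 2, with a median of 0.087. The sign of the median changed, to -0.065, without normalization between arrays. Limma called 3 of its genes over all genes tested and 6 adjusted over the list alone. These 3 were Cyp4a10, at 2.77 ± 0.61 (SD, n = 6) in AggE and 1.09 ± 0.68 (SD, n = 6) in Ctrl mice with a log2 fold change of 1.68 (SE 0.32, limma adjusted p = 0.00699), Hadha with 0.82 (2.73e-04) and Acot1 with 0.86 (0.0242). Cyp4a10 was the largest rise at 4 wks and its call held in 18 of 27 alternatives. It was lost with the slide as a random block, where the log2 fold change was 1.53 (limma adjusted p = 0.0757). As a fixed block, which rests mostly on 1 AggE mouse, the slide left a change of 1.17. A second probe of Cyp4a10 changed by 0.35. Of 19 targets of the aryl hydrocarbon receptor and NRF2, 9 were higher, with a median of -0.027, a mean of 0.045 and camera's direction down (adjusted p = 0.851). Limma called 0 of them over all genes tested and 3 adjusted over the list alone, with 6 at an unadjusted p of 0.05 or less.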

The top six canonical pathways associated with these genes included ‘PPARα/RXRα activation’, ‘aryl hydrocarbon receptor signaling’ and ‘PPAR signaling’. All were predicted to be activated in AggE-mice. Activation of the PPAR pathways is consistent with the elevated levels of their ligands (free fatty acids) in plasma [59] at 4 wks.

Activation of ‘aryl hydrocarbon receptor signaling’ has been associated with refractoriness to a second LPS challenge, thought to be part of a “disease tolerance” mechanism [60,61]. Thus, one possibility is that chronically activated ‘aryl hydrocarbon receptor signaling’ could have been the consequence of liver exposed to gut bacteria. Notably, LPS (lipopolysaccharide) was the topmost predicted activated upstream activator of the AggE-altered DEGs at 24 hr post-stressor.

Further analysis of the 4 wk downstream enrichments of AggE vs. Ctrl DEGs included only functional annotations with both a significant *p*-value for the overlap as well as a significant activated state. This resulted in the function annotations: ‘conversion of lipid’, ‘biosynthesis of nucleoside triphosphate’, ‘ascites’, ‘differentiation of granulocytes’, ‘differentiation of myeloid cells’, and ‘contact growth inhibition of leukocytes’. The immune cell functions involving differentiation and growth inhibition appear to be consistent with the lymphoplasmacytic infiltrates that persisted at the chronic time points but trended toward a lower grade at 1.5 and 4 wks than at 24 hrs (S2 Fig.).

To look further for pathways altered chronically by AggE, we performed upstream regulator analysis on the 4-wk DEGs, focusing on upstream regulators with both significant *p*-values and z-scores. Four were predicted to have an inhibited state in AggE mouse liver: RARG (CD437), Map4k4, HOXC8, and D-glucose. Conversely, the activators with a predicted activated state totaled to 12: SREBF1, SREBF2, ESRRA, ESRRG, CHUK, phenobarbital, TP53, SCAP, PPARG, mono-(2-ethylhexyl)phthalate, sulforafan, and TO-901317. Several of these are plausibly related through regulatory pathways (e.g., mono-(2-ethylhexyl)phthalate, PPARG, PPARA, SCAP, SREBF1, and SREBF2; all found using Ingenuity Pathway Analysis (IPA)). 

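Among the targets of SREBF1 and SREBF2, which control cholesterol and fatty acid synthesis, 15 of 27 genes were higher in AggE livers at 4 wks. Their median log2 fold change was 0.055, their mean -0.0086 and camera's direction down (adjusted p = 0.95), and 0 of 29 alternatives called the list, with medians from -0.070 to 0.15. Limma called 3 of these genes over all genes tested and 6 adjusted over the list alone.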

The 12 activated upstream regulators (excluding p53) plus their target molecules summed to 109 molecules (S3 File). 

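Of the 138 symbols in S3 File and Table 3, 132 have 1 mouse gene and 130 of these are on the array with a probe in the fit. At 4 wks 85 of the 130 were higher and 45 lower in AggE livers, with a median log2 fold change of 0.20. By limma, 8 (6.15%, against 0.34% of all genes) were past 2-fold and an unadjusted p of 0.05 or less. Of these 8, 2 were also past an adjusted p of 0.05, Hspb1 with a log2 fold change of 1.32 (SE 0.36, adjusted p = 0.039) and Ass1 with 1.25 (SE 0.36, adjusted p = 0.045). Genes of the set under 2-fold were not counted by adjusted p. The other higher genes of the 8 were Gstp1 with 1.65, Ftl1 with 1.28, Rps2 with 1.21, Grn with 1.20 and Gpx1 with 1.17, and Foxa2 was lower with -1.22. The study chose these genes on the same samples, so that their share is not independent evidence. The count of 8 was 66 with the deposited log ratios, 3 with the slide as a random block, 17 without AggE mouse 1 and 14 without Ctrl mouse 2.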

Analysis of their overlap with canonical pathways showed that the top 10 canonical pathways (Table 3) generally predicted *activation* of lipoprotein metabolism, fatty acid uptake and metabolism, lipogenesis, and phase I and II metabolism of lipids and xenobiotics; and *inhibition* of cholesterol and bile acid synthesis and transport, as well as glucose uptake and gluconeogenesis.

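Phase I and II enzymes are targets of the receptors CAR and PXR, through which phenobarbital acts. Of 13 such genes (such as Cyp2b10, Cyp3a11 and Ugt1a1), 4 were higher in AggE livers at 4 wks, with a median log2 fold change of -0.082 (camera adjusted p = 0.762). Limma called 0 of them over all genes tested and 0 adjusted over the list alone, with 1 at an unadjusted p of 0.05 or less. None of 29 alternatives called this list.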

**Table 3:** Topmost 10 canonical pathway enrichments at 4 wks post-stressor.

Canonical Pathway Name (genes enriched)*	Predicted downstream effects
***LPS/IL-1 Mediated Inhibition of RXR Function*** (ALDH9A1, CYP4A11, GSTP1, GSTT1, JUN, NR0B2, SLC27A3, SREBF1)	Inhibition of cholesterol and lipid metabolism and transport; activation of Phase I metabolizing enzymes->lipid and xenobiotic metabolism
***PPARa/RXRa Activation*** (ACAA1, CHUK, CYP2C18, GPD1, IRS1, JUN, NR0B2, TGFBR1)	Activation of fatty acid oxidation, fatty acid uptake, lipoprotein metabolism, mitochondrial and peroxisomal beta-oxidation.
***Oxidative Phosphorylation & Mitochondrial Dysfunction*** (ATP5B, ATP5D, COX6A2, NDUFA10, NDUFB5, SDHA, SDHB, UQCRC1)	Activation
***NRF2-mediated Oxidative Stress Response*** (ACTA2, EPHX1, FTL, GCLM, GSTP1, GSTT1, JUN)	Activation of phase I and II metabolizing enzymes and transport of xenobiotics and metabolites
***FXR/RXR Activation*** (CYP19A1, CYP8B1, FOXA2, NR0B2, PPARG, SDC1, SREBF1)	Inhibition of gluconeogenesis, increased lipogenesis and lipid metabolism
***Glucocorticoid Receptor Signaling*** (CCL11, CEBPA, CHUK, CSN2, JUN, TGFBR1)	Inconclusive
***Aryl Hydrocarbon Receptor Signaling*** (ALDH9A1, CDKN1B, GSTP1, GSTT1, JUN, NR0B2)	Activation of phase I and phase II metabolizing enzymes
***Superpathway of Cholesterol Biosynthesis*** (DHCR7, EBP, FDPS, HADHA, NSDHL)	Activation of cholesterol synthesis
***Type II Diabetes Mellitus Signaling*** (CHUK, IRS1, PPARG, SLC27A3, SLC2A2)	Reduced glucose entry into hepatocytes.

* Upstream activators (p≤0.05) that additionally had a predicted activated activation state (z-score >2) totaled to 12. These activators and their target molecules totaled to 109 molecules and were analyzed for overlaps with the shown canonical pathways.

Consistent with our data, chronic psychosocial stress has been show to induce lipid dysregulation, intrahepatic accumulation of triglycerides, indicators of metabolic syndrome [62,63] as well as hepatic oxidative stress and inflammation [64].

### Limitations in the Research Design

Our unbiased metabolomics data showed high *q*-values for pairwise comparisons of metabolite levels between Ctrl and AggE is likely due to the small sample size of 5 or 6 mice per group and the known highly variable stress-response of even inbred mice. To overcome this shortcoming, we applied a battery of statistical tests, including analyzing metabolite groupings constructed based on KEGG and HMDB, and the internal knowledge base of Metabolon, Inc.

### Conclusions and Hypothesis

The repeated stress for 5 or 10 days altered multiple organ systems acutely, and chronic systemic changes were also evident. Acutely at 24 hrs post-stressor, heart (frank lesions) and liver (transcriptomic changes) tissues showed evidence of inflammation, plasma protein levels indicated tissue damage, and the plasma levels of metabolites derived from the gut microbiota were altered. Chronically at 4 wks post-stressor, levels of gut-derived metabolites were altered, hyperlipidemia was evident, and liver transcriptomics indicated activation of xenobiotic and lipid metabolism. These data provide clues for ongoing efforts to understand and identify molecular indicators of physiologic responses to acute and chronic stressors that have potential to predict probable PTSD and monitor its persistence.

The altered plasma levels of gut-microbiota-derived metabolites in AggE mice may have resulted from the well-known effects of stress mediators on the GI tract to induce changed motor activities, ulcerations and enteritis [45,46] and changed gut microbiota composition [48,65]. Prolonged stress has been shown to produce low-grade intestinal inflammation [66], and inflammation can increase translocation of commensal bacteria across the epithelium that escape from local mesenteric lymph nodes, thus reaching the liver [49]. The liver’s ability to act as a firewall against systemic exposure to gut bacteria could be compromised by intense stress, and adrenergic receptor activation is known to constrict the hepatic artery and microvasculature, reducing total hepatic blood volume [67]. Social disruption stress has been reported to induce translocation of bacteria from the lumen of the intestines to lymphoid tissue of the body interior, and to increase the percent of livers with viable bacteria [68] as well as circulating cytokines [46,48]. Such stress-induced alterations could have contributed to the altered liver gene expression we observed.

Stress mediators simultaneously affect multiple organ systems. Simultaneous perturbations of closely cooperating systems like gut and liver could synergize to produce organ injury which leads to chronic changes. For example, liver disease resulting from bile duct ligation can cause low-grade intestinal inflammation and histological damage to intestine, increasing the probability of intestinal microbes translocating into the vasculature as well as reducing the ability of liver to clear them [49]. Also, patients with mostly asymptomatic liver steatosis or nonalcoholic steatohepatitis (NASH) had increased serum IgG and IgA responses against aerobic and anaerobic intestinal commensal bacteria. Additionally, these antibody responses discriminated the diagnoses from healthy controls [49]. Lastly, dysbiosis of intestinal microbes has been shown to precede or trigger liver damage [49,69,70].

The above findings collectively suggest the hypothesis that repeated stress effects on multiple organ systems can synergize to result in chronically altered gut-microbiota-derived metabolites, hyperlipidemia, and liver gene expression changes. Such interactions of stress effects among multiple organ systems might underlie reports of associations of PSTD with gastrointestinal complaints, metabolic syndrome, hypertension, hyperlipidemia, obesity, and cardiovascular disease [71–75].

## Methods

### Ethics statement

Research was conducted in compliance with the Animal Welfare Act, and other Federal statutes and regulations relating to animals and experiments involving animals and adheres to principles stated in the Guide for the Care and Use of Laboratory Animals (NRC 2011) in facilities that are fully accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care, International. The protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of Walter Reed Army Institute of Research, Silver Spring, MD, MedStar Health Research Institute, Washington DC and Animal Care and Use Review Office (ACURO), US Army Medical Research and Materiel Command (USAMRMC).

### Mice

All animal experiments were approved in writing by the Institutional Animal Care and Use Committee (IACUC) of the United States Army Medical Research and Materiel Command and the Medstar Research Institute (Protocol Number: 2011–010) and were conducted in compliance with the Animal Welfare Act, and other Federal statutes and regulations relating to animals and experiments involving animals, adhering to principles stated in the Guide for the Care and Use of Laboratory Animals (NRC 2011) in facilities fully accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care, International. All mice were purchased from Jackson Laboratory, Bar Harbor, ME, USA. All mice had free access to food and water and were kept in a temperature-controlled room (21 + 2°C) on reverse 12/12 h light/dark cycle (lights off at 06:00 AM).

**Aggressor mice**. The SJL albino male mice (5 to 6 weeks old and weighing 30–35 g when purchased), which are characterized by extreme aggression in males [76], were housed individually in polycarbonate cages (48 X 27 X 20 cm) for one month prior to the experiment to induce aggressiveness due to isolation. They were then trained to attack intruders as described [11].

**Subject mice**. Male C57BL/6J mice (5 to 6 weeks old weighing 20–25 g) were singly housed, in a different room from the aggressor mice under the same environmental conditions, for one week prior to and during the stress regimens, and afterward during the 1.5 or 4 wk stress-withdrawal periods.

**Control mice**. Control mice were housed identically to subject mice.

### Aggressor exposure

Aggressor exposure (AggE) sessions followed a modified “cage-within-cage resident-intruder” protocol. For aggressor exposures, subject mice were placed in a wire mesh cage (17.5 X 14 X 7.5 cm) that was put inside the aggressor´s large plastic home cage (48 X 27 X 20 cm) for 6 hrs as described [11]. During the 6 hrs, mice were randomly placed in physical contact with the aggressor mouse 3 times, each for 1 min. or 10 strikes (whichever came first). The 6-hr sessions were repeated daily for either 5 or 10 consecutive days. In a separate room, control mice were sham-AggE using the same cage-within-cage environment and food deprivation on the same 6-hr daily regimen, but with fresh bedding and without any aggressor present. Aggressor mice were provided food and water *ad libitum* during the 6-hr “cage-within-cage” sessions. After each 6-hr session, AggE and sham-AggE (Ctrl) mice were single-housed in their home cages with *ad libitum* food and water until the next session. Twenty-four hours after the 5 and 10 days of daily 6-hr sessions, half of each population was randomly chosen and Ctrl and AggE were euthanized alternately. The other half of the population continued to be single-housed in their home cages until they were euthanized at 1.5 weeks (5-day AggE) or 4 weeks (10-day AggE).

One hour prior to the terminal bleed, mice were subjected to a partition test to evaluate behaviors in response to the situational reminder of the aggressor’s presence. Each subject mouse was placed into an aggressor’s home-cage on the other side of a partition that blocks physical interaction between the mice but permits passage of sensory cues. Subject mouse were then video recorded for five minutes for behavioral evaluations [11].

### Tissue collection and processing

Mice were euthanized by cervical dislocation. Ctrl and AggE mice were alternately euthanized and processed for tissue collection immediately after euthanasia. Plasma, liver and duodenum were frozen immediately until analysis. Heart, stomach, liver, gallbladder, and kidney were processed for histopathology.

Blood was collected from heart with a 20 gauge needle first rinsed with sodium citrate, and was transferred to tubes containing 50 μl of 0.015 *M* buffered sodium citrate. Tubes were mixed gently three times and then centrifuged. Plasma was transferred to a new tube and centrifuged again. The resultant clean and clear plasma was collected, immediately placed on dry ice, kept frozen, and shipped frozen to Metabolon, Inc. (Durham, NC), where the frozen plasma was immediately stored at -80°C.

For liver gene expression analysis, liver was weighed before thawing and Trizol^TM^ was added prior to homogenization and RNA isolation according to the manufacturer’s recommendations (Invitrogen, Grand Island, NY). The RNA was cleaned using the RNAeasy mini column (Qiagen). Extracted RNA from all samples was stored -80°C. RNA quality and quantity were assayed using a Nanodrop ND-1000 spectrometer (Thermo Fisher, Wilmington, DE). RNA from each sample was assessed for purity by A260/280 ratios. To determine the integrity of rRNA, 1 μL of eluate from each sample was analyzed using the Agilent 2100 Bioanalyzer or Agilent 2200 Tapestation (Agilent Technologies, Inc., Santa Clara, CA) according to the manufacturer’s instructions.

### Plasma metabolomics

Unbiased metabolomic profiles of plasma samples were obtained using ultrahigh performance liquid chromatography/tandem mass spectrometry (UHPLC/MS/MS) and gas chromatography/ mass spectrometry (GC/MS [77,78]. MS/MS data were searched against a library of purified standards or recurrent unknown entities [77], and the resulting named metabolites were used for our analysis.

Samples were extracted to remove protein and dislodge small molecules bound to protein or physically trapped in the precipitated protein matrix. Extracts were split for analysis on the gas chromatography (GC) and liquid chromatography (LC) platforms.

Sample extracts for LC/MS (LC/MS, LC/MS/MS) were split into two aliquots, dried, and then reconstituted in acidic or basic LC-compatible solvents, each of which contained 11 or more injection standards at fixed concentrations. One aliquot was analyzed using acidic positive ion optimized conditions and the other using basic negative ion optimized conditions in two independent injections using separate dedicated columns. Extracts reconstituted in acidic conditions were gradient eluted using water and methanol (both containing 0.1% formic acid) while the basic extracts, which also used water/methanol, contained 6.5 mM ammonium bicarbonate. The MS analysis alternated between MS and data-dependent MS^2^ scans using dynamic exclusion. The system was based on a Waters ACQUITY UPLC and a Thermo-Finnigan LTQ mass spectrometer, which consisted of an electrospray ionization (ESI) source and linear ion-trap (LIT) mass analyzer.

Samples destined for GC/MS analysis were re-dried under vacuum desiccation for a minimum of 24 hs prior to being derivatized under nitrogen using bistrimethyl-silyl-triflouroacetamide (BSTFA). The GC column was 5% phenyl and the temperature ramp was from 40° to 300°C during a 16 minute period. Samples were analyzed on a Thermo-Finnigan Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact ionization. The instrument was tuned and calibrated for mass resolution and mass accuracy on a daily basis. The information output from the raw data files was automatically extracted.

For Accurate Mass Determination and MS/MS fragmentation (LC/MS), (LC/MS/MS), the LC/MS was based on a Waters ACQUITY UPLC and a Thermo-Finnigan LTQ-FT mass spectrometer, which had a linear ion-trap (LIT) front end and a Fourier transform ion cyclotron resonance (FT-ICR) mass spectrometer backend. For ions with counts greater than two million, an accurate mass measurement could be made on the parent ion as well as fragments. The typical mass error was less than 5 ppm. Ions with less than two million counts require a greater amount of effort to characterize. Fragmentation spectra (MS/MS) were typically generated in data dependent manner. Metabolon’s proprietary visualization and interpretation software was used to confirm the consistency of peak identification among samples.

Compounds were identified by comparison to purified standards or recurrent unknown entities. The purified standards consisted of more than 1800 commercially available compounds. Match to the specific compound or an isobaric entity was indicated by the combination of chromatographic properties and mass spectra. Additional entities were identified as recurrent entities (both chromatographic and mass spectral) and currently remain unidentified.

Superpathways and subpathways were constructed from information available in public databases (e.g., KEGG and HMDB and textbooks) and Metabolon’s internal knowledge base. They generally reflect structural and substrate-product relationships and/or the biology of the gut microbiota. These superpathways and subpathways were constructed prior to the statistical analyses.

**Corticosterone ELISA**. Blood collected in tubes containing 50 μl 0.105 *M* buffered sodium citrate was centrifuged to separate plasma that was stored at -80°C until the assay. The ELISA was based on a competitive enzyme immunoassay using a combination of specific antibodies to corticosterone and HRP-labeled corticosterone (Kamiya Biomedical Company, Seattle, WA).

### Plasma Proteins

Blood samples were collected in plastic tubes containing buffered sodium citrate (3.2%) and were centrifuged to separate plasma. Seventy μl of samples were shipped to Rules-Based Medicine, Inc. (Austin, TX). All samples were stored at -80°C until tested and were analyzed for Rodent Multi-Analyte Profile (MAP) v.2.0 Antigens (Myriad-RBM) using Luminex technology.

### Liver microarray gene expression analysis

mRNA was extracted from liver samples of 4 to 6 mice from each of the eight different time/treatment groups and were processed for dual dye microarrays (Whole Mouse Genome Microarray Kit, Agilent Technologies, Inc., CA) following the vendor’s protocol. Purified RNA was labeled with Cy-5 and the reference RNA (Agilent Technologies, Inc.) with Cy-3. The samples were simultaneously hybridized to Agilent 4 x 44k slides (platform number: 14868) for 17 h at 55°C. After hybridization, slides were processed in a series of washes and scanned using an Agilent DNA microarray scanner. Features were extracted using the default setting of the Feature Extraction software v.10.7 (Agilent Technologies, Inc.). The resulting expression data files were analyzed using custom R scripts. Arrays were background corrected, individually LOWESS-normalized [79], and quantile-normalized across all arrays. Probes were then filtered to include only those associated with a REFSEQ gene symbol (~26.5k out of 45k). 

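In the files, each array has 45018 spots, of which 43379 are not controls, for 41174 probes. By the accession that the array's annotation gives, 27883 spots (25903 probes) belong to a RefSeq transcript. The accessions of 26310 spots matched a gene in the RefSeq table used here, for 17016 symbols, and a transcript that matched none was kept under its own name, which makes 18259 genes.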

The remaining probes were compared between groups using a moderated t-statistic with Benjamini*–*Hochberg false discovery rate (FDR) correction. The microarray data was submitted to the Gene Expression Omnibus (GEO). This can be searched using the Platform ID: GPL4134, Series: GSE58275.

### Quantitative Real-time PCR

Microarray results were validated using qPCR primer assays (SABiosciences, Frederick, USA) using Applied Biosystems 7900 systems. The RNA of each mouse was converted into cDNA using the RT^2^ First Strand Kit (SABiosciences, Frederick, USA). This cDNA was then added to the RT^2^ SYBR Green qPCR Master Mix (SABiosciences, Frederick, USA). All steps were done according to the manufacturer’s guidelines. The data were analyzed using ∆∆ct method [80] using 18S ribosomal RNA, ßactin and Ubiquitin C as housekeeping genes. Validation of microarray data for selected genes is shown in S3 Fig.

### Histopathology

Organ samples were collected from euthanized control and AggE mice and perfused in ice-cold 4% paraformaldehyde. Tissues were then stained, sectioned to 5 μm thickness, and mounted. A board-certified veterinary pathologist, blinded from the animal condition, identified and analyzed the samples using brightfield optics. Histologic findings were scored as normal, minimal, mild, moderate, and marked, as well as focal, multifocal and diffuse.

### Statistical analysis

Levels of metabolites or proteins in plasma between mouse groups were compared using pairwise methods including Welch’s t-test and ANOVA. Random forests analysis was used to identify metabolites that classify Ctrl and AggE mouse groups. The groups receiving the 5-day and 10-day stressors were analyzed individually and combined. We also used single-node decision trees (Gini index and Information Gain (Kullback–Leibler divergence)), Chi-square test, Kolmogorov-Smirnov test, and an in-house procedure that examines samples with near-extremum intensities, which is a simple classifier that uses a leave-one-out nearest-centroid procedure for classification. The five top scoring metabolites from the methods were selected as candidate discriminators and were correlated with each other. Those that correlated with a Pearson’s correlation coefficient > 0.7 were placed within one category, and only the metabolite within each category with the largest maximum intensity was evaluated further. These metabolites were correlated with all other metabolites to identify those potentially belonging to related metabolite pathways (Pearson’s correlation coefficient > 0.7, *p*-value of 0.024 for any comparison). All metabolites that were exact separators by Gini index and the remaining metabolites, plus those that correlated with them, were used in exhaustive searches with distance-dependent K-Nearest Neighbor (DD-KNN) and rule-based classifiers to identify sets of metabolites that best discriminate Ctrl from AggE mice.

Comparisons of up vs. down metabolites in Ctrl vs. AggE at each time point were done using a two tailed binomial exact test against the null hypothesis of a 50% up and 50% down, as implemented in the R binom.test function [81–83]. Comparisons of differences in the proportion of up vs. down metabolites between time points were done using a two-tailed difference of proportions test against the null hypothesis of equal proportions, as implemented in the R prop.test function [83–87].

A Manhattan distance method was used to identify subpathways having metabolites that were altered similarly among the eight simple comparisons of AggE vs. Ctrl and 24 hrs vs. 1.5 or 4 wks. Each metabolite of a subpathway was assigned either a 0 or a 1 for having its mean plasma level higher or lower in each comparison. Here, the actual direction of regulation is not important, only the pattern relative to other metabolites. To get the average distance of metabolites in a subpathway, each metabolite of a subpathway was compared pairwise with every other metabolite of the pathway. Two metabolites with the same 1’s and 0’s in all eight comparisons (same pattern of regulation across experimental conditions) have a distance of zero. Two metabolites with different 1’s and 0’s in all eight comparisons have a distance of 8. The total up vs. down Manhattan distance across all pairs of metabolites within a subpathway was tested against the null distribution of analogous distances created by taking 10,000 random samplings from all the metabolites of the number in the subpathway of interest. An approximate (slightly conservative) *p*-value was then calculated as (b+1)/(m+1), where b is the number of sample distances greater than the actual subpathway distance and m is the number of random samplings (10,000), as described in [88].

**Gene Enrichment Analysis**. Data were analyzed using causal analysis approaches in Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Inc., Redwood, CA) to infer upstream biological causes and probable downstream biological effects, using enrichment score (Fisher’s Exact Test *p*-value) to measure overlap between observed and predicted gene sets, and z-score to match observed and predicted up/down regulation patterns [58].

## Supporting Information

S1 Fig Cardiac histopathology of AggE mice. Histopathology was scored as normal, minimal, mild, moderate, as well as focal, multifocal and diffuse. Number of mice evaluated: 5 Day-24 hrs: Ctrl = 7; AggE = 8. 5 Day-1.5 wks: Ctrl = 5; AggE = 5. 10 Day-24 hrs: Ctrl = 11; AggE = 11. 10 Day-4 wks: Ctrl = 5; AggE = 5.
(TIFF) Click here for additional data file.

S2 Fig Histology of liver, gallbladder, stomach and kidney. Histology was scored as normal, minimal, mild, moderate, as well as focal, multifocal and diffuse. Number of mice evaluated: 5 Day-24 hrs: Ctrl = 7; AggE = 8. 5 Day-1.5 wks: Ctrl = 5; AggE = 5. 10 Day-24 hrs: Ctrl = 11; AggE = 11. 10 Day-4 wks: Ctrl = 5; AggE = 5.
(TIFF) Click here for additional data file.

S3 Fig Validation of gene expression changes observed in microarray experiments. (TIFF) Click here for additional data file.

S1 File Unbiased plasma metabolomics analysis. (XLSX) Click here for additional data file.

S2 File Analysis of plasma proteins. (XLSX) Click here for additional data file.

S3 File Upstream regulators plus their target molecules at 4 wks. (XLSX) Click here for additional data file.

S1 Table Summary of altered metabolites. (TIFF) Click here for additional data file.

S2 Table Liver gene enrichment suggests inflammation at 24 hrs post-5-day AggE was resolved at 24 hrs post-10-day AggE. (TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

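Liver RNA of 39 mice was labeled with Cy-5 and hybridized, each on 1 dual dye Whole Mouse Genome array, with a reference RNA labeled with Cy-3, without a dye swap. The mice were grouped into AggE and Ctrl at 24 hrs and 1.5 wks post-5-day stressor and at 24 hrs and 4 wks post-10-day stressor, by the paper's design where labels disagree on the regimen. The authors deposited, per spot and channel, the median intensity of the spot and of its local background, which Feature Extraction read from the scan without normalization. A second set of deposited intensities, the processed signals, had been background-corrected, detrended over the array and dye-normalized within the array by the authors' Feature Extraction, whose version in the file headers is later than the one in the methods. The deposited log10 ratios were made by the authors' Feature Extraction from the processed signals, Cy-5 over Cy-3, and are 0 where it gave no ratio, which was the case for 10.7% to 48.9% of the spots per array. The series table holds the same log10 ratios, rounded.

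From the median intensities, the background was subtracted with normexp and an offset of 50, each array was loess-normalized and the arrays were quantile-normalized with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. The plan had named the mean spot intensity, which is not in the columns used here, and the median took its place. Spots that Feature Extraction marked as outliers (0.295% to 1.46% per array) were set to missing, controls were left out, and the spots of a probe were averaged, which applied to 245 probes. No Cy-5 spot was saturated (0 on each array). Probes of RefSeq transcripts were kept, and symbols came from a RefSeq table of the GRCm38 assembly, used for names only. One limma fit held a mean for each of the 8 groups, and contrasts of AggE minus Ctrl, and differences between contrasts, were tested with its moderated t after empirical Bayes shrinkage. A gene was called at 2-fold or more and an unadjusted p of 0.05 or less, the limits in the notes of Table 1, which do not say whether the p-value is adjusted, while the methods give a Benjamini-Hochberg correction, and also with Benjamini-Hochberg adjusted p-values. Counts are gene symbols. Few arrays per group limit the precision, and the groups share 1 estimate of the spread.

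The gene lists cover acute phase proteins, metallothioneins, targets induced by TNF, IL1B and lipopolysaccharide, the cytokines named in the paper, leukocytes, neutrophils, hydrogen peroxide production, fibroblasts, targets of PPARα, SREBP, AhR with NRF2, CAR with PXR and the glucocorticoid receptor, male-biased and female-biased liver genes, circadian genes in phase with Arntl and with Dbp, the cell cycle, pancreas, erythroid cells, skeletal muscle, adipose tissue and the biliary tract. They hold 373 genes on the array, 8 of them in more than 1 list. Each gene entered by its probe with the highest mean signal. Lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all lists and contrasts, and with fry. Those for the study's functions stand in for the Ingenuity lists, which were not used here. Genes named in the text are every liver gene the paper names, members of these lists, and in each contrast up to 3 of the largest rises and falls among called genes whose AggE values all lie outside the Ctrl range and which are well above background on all arrays of at least 1 group. A probe counts as well above background by the mark of Feature Extraction in Cy-5.

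The fit, the counting and the list test were run on simulated log2 ratios of the same size, in which 200 of 25903 probes were changed by 1.5. The fit recovered 196, 196, 195 and 197 of them at 24 hrs and 1.5 wks post-5-day stressor and at 24 hrs and 4 wks post-10-day stressor, with 1, 1, 3 and 0 false calls after adjustment and 17, 12, 17 and 4 before. The simulated noise was independent between probes and arrays. The background correction, the normalization, the slide and the correlation between genes were therefore not tested. No array was a copy of another.

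The alternatives were other background corrections (none, or the processed signals), other scalings (no normalization between arrays, Aquantile, Cy-5 alone, the log10 ratios of the series table), other probes (all, or well above background), other fits (only the groups of a contrast, array weights, the slide as a random or fixed block, a block by replicate number), other list tests (the mean over a gene's probes, fry) and leaving out each array. Groups, comparisons, lists and these alternatives were chosen before the data were examined, whereas offsets of 0 and 16, a block for the day of the scan, the alternatives for the comparison between slides of Ctrl mice and some tests of explanations were added after seeing the data. Metabolites, proteins, histology and quantitative PCR were not analysed here.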

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

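The tests of the slide on the acute phase and PPARα lists and of the normalization between arrays on the cell cycle list were chosen only after the result was seen.

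In 10 of 68 groups of arrays 1 mouse lay far from the others, where chance gives about 1 in 20. For Lcn2 at 24 hrs post-5-day stressor, Ctrl mouse 4 had a log2 ratio of -0.38 against -0.25 to -0.22, and for Il1a it had -0.17 against 0.034 to 0.077. In the AggE group, mouse 5 had 0.22 for Il1a against -0.047 to 0.014 and 0.28 for Il1b against -0.085 to -0.011. Post-10-day stressor at 24 hrs, Ctrl mouse 3 had 5.21 for Cyp4a31 against 5.50 to 5.56, and Saa4 was 5.15 in Ctrl mouse 1 against 4.61 to 4.70 and 5.59 in AggE mouse 1 against 4.63 to 4.89. Dnajb1, a heat shock gene that was lower in AggE mice at 4 wks (log2 fold change -1.06), had 2.32 in Ctrl mouse 4 against -0.87 to -0.50. Without this mouse the change was -0.56, and the adjusted p of 0.0648 was past the limit in 6 of 27 alternatives (range 0.021 to 0.281). The share of probes well above background was 47.7% in AggE mouse 2 at 1.5 wks against 15.2% to 22.6%, and 70.4% in Ctrl mouse 6 at 4 wks against 46.1% to 54.2%. Il1a, Il1b and the Ctrl values of Lcn2 lie near the background. AggE mouse 2 is 1 of a pair of arrays at 1.5 wks scanned on the later day. No biological explanation was tested for single mice.

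The paper gives PPARα for 4 wks, and its targets also moved at both 24 hr points, the other way. Of 22 genes, 1 was higher post-5-day stressor (median log2 fold change -0.26, camera adjusted p = 3.09e-06) and 3 post-10-day stressor (median -0.23, camera adjusted p = 3.09e-06, fry adjusted p = 0.0301). The largest falls of the list post-5-day stressor were Cyp4a14 with -3.20 (limma adjusted p = 0.0171), Cyp4a10 with -1.80 (0.00565) and Cyp4a31 with -1.68 (0.0112), while Cyp4a10 and Cyp4a31 were higher, at 0.49 and 0.72, with the processed signals. Limma called 4 genes of the list post-5-day stressor over all genes tested and 7 adjusted over the list alone, and post-10-day stressor 0 and 1, with 4 at an unadjusted p of 0.05 or less. At 1.5 wks the median was 0.030 with 14 of 22 higher (camera adjusted p = 0.122), past the limit in 3 of 27 alternatives. The change at 24 hrs minus the later change had a median of -0.44 post-5-day (camera adjusted p = 6.81e-08) and -0.40 post-10-day (1.77e-05). With the slide as a random block the list stayed past the limit, with camera adjusted p-values of 1.08e-04 and 9.53e-05, over alternatives that ran from 4.73e-11 to 0.0548 and from 5.55e-10 to 0.0301. Ctrl and AggE mice share no slide at 24 hrs, so that this fit cannot tell the slide from the stressor. The slide remains open for the list. It also remains open for single genes, as with it as a random block Cyp4a14 (adjusted p 0.443, over the alternatives 0.00486 to 0.678), Cyp4a10 (0.443, 9.46e-04 to 0.915) and Cyp4a31 (0.462, 0.00218 to 0.713) were no longer called post-5-day stressor. An effect of the stressor, which the design names, remains open too.

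The acute phase list fell back after 24 hrs, the difference between time points having a median of 0.46 post-5-day and 0.96 post-10-day stressor. With the slide as a random block its adjusted p at 24 hrs was 6.82e-11 and 1.09e-18 (largest over the alternatives 1.69e-04 at both). Because Ctrl and AggE mice share no slide at 24 hrs, these values cannot tell the slide from the stressor. An effect of the stressor that fades with time is a biological explanation the design gives, and the slides remain open for both differences. Post-10-day stressor, the arrays at 24 hrs and at 4 wks share no slide. Post-5-day, those at 24 hrs and 1.5 wks share 1 slide, on which the list had a median log2 ratio of 3.74 in AggE mouse 5 at 24 hrs. In AggE mice 1, 3 and 4 at 1.5 wks on that slide it was 1.17, 2.07 and 4.02. The metallothionein list differed between time points post-5-day stressor by 2.02 (camera adjusted p = 6.55e-04), and post-10-day the difference of 1.61 was not past the limit (0.111). Much of the difference post-5-day lies in the Ctrl mice, as Mt2 went from -4.07 to -0.77 in these and from 0.23 to -1.08 in AggE mice. Mt1 went from -3.85 to -1.18 and from -0.11 to -1.36, so that a fading effect of the stressor alone does not describe the difference. The slides remain open here too, as Mt2 in Ctrl mice at 1.5 wks was 0.14, 0.85 and -1.03 on 1 slide and -3.03 in mouse 4 on another. Post-10-day stressor, Mt2 went from 0.39 to -4.20 in AggE and from -3.75 to -2.87 in Ctrl mice. Mt1 went from -0.35 to -3.70 and from -3.49 to -3.33, so that there the change lies mostly in AggE mice.

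Other lists that differed between 24 hrs and 4 wks post-10-day stressor were the targets of TNF, IL1B and lipopolysaccharide by 0.20, the leukocyte list by 0.14 and the fibroblast list by 0.23 (camera adjusted p = 2.16e-04). Fibroblast genes were also lower at 1.5 wks (median -0.12, 2 of 23 higher, camera adjusted p = 0.00904) and at 4 wks (median -0.19, 5 of 23 higher, camera adjusted p = 0.0216), and neither call held under fry (0.682 and 0.338) or with the slide as a random block. The calls held in 16 of 27 and 13 of 29 alternatives, and were lost at 1.5 wks without AggE mouse 2 or Ctrl mouse 1 or 3, and at 4 wks without AggE mouse 1, 2 or 3 or Ctrl mouse 3. The direction at 4 wks changed without normalization between arrays, with a median of 0.094, and also from Cy-5 alone, with the processed signals and with the series table. Limma called 0 fibroblast genes at both later points, also adjusted over the list alone, with 1 and 8 at an unadjusted p of 0.05 or less. For the genes called at 4 wks the slide cannot be told apart from the stressor, as the slide with both groups holds 1 AggE mouse.

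Cell cycle genes were higher at 24 hrs post-5-day stressor (median 0.16, 13 of 14, camera adjusted p = 0.0216, fry adjusted p = 0.607) and lower at 4 wks (median -0.37, 1 of 14 higher, camera adjusted p = 5.33e-04, fry adjusted p = 0.265), with differences between time points of 0.20 (camera adjusted p = 0.00876) and 0.53 (1.06e-05). At 1.5 wks the median was -0.037 with 5 of 14 higher (0.543), and at 24 hrs post-10-day stressor 0.095 with 13 of 14 higher (0.0616), past the limit in 10 of 25 alternatives. Limma called 1 of these genes at 24 hrs post-5-day stressor and 1 at 4 wks over all genes tested, and 2 and 6 adjusted over the list alone. With the slide as a random block the median at 24 hrs post-5-day stressor was 0.0017 (adjusted p = 0.648). Over the alternatives the median reached 1.17 and the adjusted p ran from 4.74e-11 to 0.648. The call held in 16 of 25, being lost also without Ctrl mouse 3 or AggE mouse 1, 2, 3 or 4. The slide remains open there. The median at 4 wks was 0.26 without normalization between arrays, so that the normalization is a candidate explanation for the fall, and an effect of stress remains open.

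Also at 24 hrs post-10-day stressor, 3 more lists outside those the paper discusses for this point were past the limit by camera and not by fry. Targets of SREBP were lower (median -0.15, 7 of 27 higher, camera adjusted p = 0.00207, fry adjusted p = 0.503), with 1 gene called by limma and 1 adjusted over the list alone, and the call held in 20 of 25 alternatives, not with the slide as a random block or without Ctrl mouse 1 or AggE mouse 3. Female-biased genes were higher (median 0.029, 10 of 19, camera adjusted p = 0.0216, fry adjusted p = 0.265), with 2 called and 3 adjusted over the list alone. That call held in 10 of 25 alternatives, the median was below 0 with the processed signals, without background correction and with only probes well above background, and camera's direction changed without normalization between arrays. Skeletal muscle genes were higher (median 0.44, 10 of 10, camera adjusted p = 0.0098, fry adjusted p = 0.709), and limma called 0 of them, with 0 adjusted over the list alone and 0 at an unadjusted p of 0.05 or less. The muscle list also differed between the regimens, by a median of -0.60 (camera adjusted p = 0.0335, 1 of 10 genes higher). Its median log2 ratio was 3.14 in Ctrl mouse 3 post-5-day stressor against -0.16 to -0.049 in the other Ctrl mice. In AggE mice post-10-day stressor it ran from 0.21 to 2.43 and in Ctrl mice from 0.30 to 2.18. A candidate explanation is muscle taken along with the liver of single mice, and the most abundant of these transcripts, Myh2, was at 2.85 in AggE and 2.35 in Ctrl mice post-10-day stressor. The adjusted p of 0.0098 does not exclude it, and the call held in 15 of 25 alternatives, not without Ctrl mouse 1 or 2 or AggE mouse 3 or 5.

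Between the regimens, 7 genes differed at 24 hrs by adjusted p without a limit on the fold, 4 with a more positive and 3 with a more negative change after 5 days. As Ctrl and AggE mice share no slide at 24 hrs, the slide and the stressor cannot be told apart for these 7 genes. In the fit with a random block for the slide, the difference was past 2-fold and the unadjusted limit for 4 genes. Of 100 splits of the mice within each contrast, 59 gave a count as large as the 11 of the real one, so that chance cannot be excluded.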

How the results depend on the processing

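Offsets of 0 and 16, the block by scan day and the alternatives for the comparison between slides of Ctrl mice at 4 wks were chosen after seeing the data. Of 479 recomputed list results at the paper's claims, 414 kept their side of the threshold, with the same direction where past it, 46 were weaker, 17 stronger and 2 reversed. Of 1941 for other lists the numbers were 1799, 65, 64 and 13, and of 701 for single genes 617, 63, 18 and 3. Among those that kept their side, the sign of the value differed in 52, 283 and 54. The acute phase list and the metallothionein list kept direction and side at both 24 hr points under all alternatives run, and the PPARα list did so at 24 hrs post-10-day stressor. Where a value below differs from the reported one, the cause was not tested. Counts of called genes are in the order 24 hrs post-5-day, 1.5 wks, 24 hrs post-10-day and 4 wks, against 55, 8, 31 and 62, and after adjustment against 36, 0, 16 and 23.

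Without normalization between arrays, and equally with Aquantile, the counts were 160 (18 higher, 142 lower), 3 (2 and 1), 48 (16 and 32) and 330 (34 and 296), and after adjustment 9, 7 and 140 in the contrasts other than 1.5 wks. Differences between the regimens were past the limits for 4 genes, those between 24 hrs and 1.5 wks for 114, and those between the slides of Ctrl mice at 4 wks for 239. The targets of TNF, IL1B and lipopolysaccharide passed the limit at 24 hrs, with medians of 0.19 post-5-day and 0.18 post-10-day, and changed direction at 4 wks with 0.068. The leukocyte list passed it at 24 hrs post-5-day with 0.12, and the neutrophil list no longer did post-10-day with 0.048. CAR and PXR targets at 24 hrs post-10-day were lower with -0.58, and by camera the female-biased list there (0.0083), the fibroblast list at 4 wks (0.094) and the cell cycle list at 4 wks (0.26) changed direction.

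From Cy-5 alone the counts were 3 (2 and 1) at 1.5 wks and 39 (34 and 5) at 4 wks, with 1 after adjustment, 4 for the regimens, 41 for 24 hrs against 1.5 wks and 98 for the slides. The neutrophil list (0.018) and the TNF targets at 4 wks (-0.0075) were no longer past the limit, the fibroblast list (0.012) and the cell cycle list (0.0063) at 4 wks changed direction, and the PPARα list at 4 wks passed it with 0.11.

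With the signals processed by Feature Extraction the counts were 2135 (833 and 1302), 773 (341 and 432), 440 (262 and 178) and 494 (396 and 98), and after adjustment 436, 10 and 8 in the contrasts other than 24 hrs post-10-day. S3 File targets rose to 52, differences between the regimens to 1482, between 24 hrs and 1.5 wks to 1677, between 24 hrs and 4 wks to 760 and between slides to 1148. TNF targets passed the limit at 24 hrs post-10-day with 0.11 and no longer at 4 wks with -0.043, the neutrophil list no longer with 0.20, the fibroblast list at 4 wks changed direction with 0.12, and the PPARα list at 4 wks passed with 0.30. At 24 hrs post-5-day Cyp4a10 (0.49), Cyp4a31 (0.72) and Saa2 (-1.25) changed direction.

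The log ratios of the series table gave 1937 (955 and 982), 594 (288 and 306), 617 (298 and 319) and 758 (469 and 289), and after adjustment 214, 5 and 66 in the contrasts other than 24 hrs post-10-day. They gave 66 S3 File targets, 1450 differences between the regimens, 1400 and 1108 between 24 hrs and the later time points and 2831 between slides. TNF targets passed at 24 hrs post-10-day with 0.073 and no longer at 4 wks with -0.11, the neutrophil list no longer with 0.21, and the fibroblast list at 4 wks changed direction with 0.11.

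Without background correction, 184 genes (38 and 146) were called at 24 hrs post-5-day, 137 after adjustment, and 35 (23 and 12) at 1.5 wks. The splits at 24 hrs post-10-day and at 4 wks were 28 and 12, and 79 and 6. S3 File targets numbered 20, differences between the regimens 103, between time points 208 and 152, and between slides 358. The neutrophil list (0.092) and TNF targets at 4 wks (-0.055) were no longer past the limit, and the PPARα list at 4 wks was with 0.17. An offset of 0 gave 1123 (387 and 736), 552 (266 and 286), 150 (88 and 62) and 345 (60 and 285), after adjustment 504, 5, 7 and 1, with 22 S3 File targets, 1186 differences between the regimens, 1727 and 467 between time points and 687 between slides. The leukocyte list at 24 hrs post-10-day (0.038) and TNF targets at 4 wks (-0.16) were no longer past the limit. With an offset of 16, the counts were 116 (31 and 85) with 74 after adjustment, 16 (9 and 7) at 1.5 wks and 165 (34 and 131) at 4 wks, 50 for the regimens, 152 and 150 for the time points and 246 for the slides. The split at 24 hrs post-10-day was 26 and 10, and the leukocyte list was not past the limit with 0.045.

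By adjusted p without a limit on the fold, 831 (381 and 450), 0, 18 and 844 genes were called. All probes gave 22 differences between the regimens, and neither the leukocyte list (0.037) nor the neutrophil list (0.074) was past the limit at 24 hrs post-10-day, where more probes are tested. Among probes well above background 39 genes were called at 4 wks after adjustment, and TNF targets at 4 wks were not past the limit with -0.16. With only the groups of a contrast in the fit, and so fewer arrays for the spread, 14, 9 and 2 genes were called after adjustment at 24 hrs post-5-day, 24 hrs post-10-day and 4 wks, and 1 at 1.5 wks before it. Array weights gave 20 genes at 1.5 wks, 62 and 11 higher and lower at 4 wks with 62 after adjustment, 16 S3 File targets and 26 differences between the regimens. They took the neutrophil list below the limit (0.069) and the PPARα list at 4 wks past it (0.084).

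With the slide as a random block, 33 genes (24 and 9) were called at 24 hrs post-5-day, 2 at 1.5 wks and 6 higher and 58 lower at 4 wks, and 7, 3 and 2 after adjustment in the contrasts other than 1.5 wks. S3 File targets fell to 3, differences to 4, 28 and 45, and lists past the limit from 17 to 10. The leukocyte (0.038), neutrophil (0.069) and fibroblast (0.030) lists at 24 hrs post-10-day were not past it. Fixed slide blocks gave 9 genes (2 and 7) at 1.5 wks and 232 (26 and 206) at 4 wks, 69 after adjustment, with 5 S3 File targets. Glucocorticoid targets were lower at 1.5 wks with -0.20 and past the limit at 4 wks with -0.40, the pancreas list was past it at 4 wks with 0.16, TNF targets at 4 wks were not past the limit with -0.090, and AhR targets at 4 wks were, with -0.18. The replicate numbers do not pair the mice, as the correlations of same-numbered mice ran from -0.445 to 0.501; a block by number gave 33 higher and 36 lower genes at 24 hrs post-5-day, 36 at 1.5 wks, 18 differences between the regimens and 139 between 24 hrs and 1.5 wks, with TNF targets past the limit at 24 hrs post-10-day (0.053) and the neutrophil list not (0.071). The block by scan day gave 16 genes at 1.5 wks. With the mean over a gene's probes the leukocyte (0.018), neutrophil (0.065) and fibroblast (0.076) lists at 24 hrs post-10-day were not past the limit. Fry called 8 lists, and not the leukocyte (0.037), neutrophil (0.074) and fibroblast (0.11) lists at 24 hrs post-10-day or TNF targets at 4 wks (-0.16).

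Leaving out 1 mouse at a time gave 43 to 70, 3 to 57, 29 to 42 and 42 to 122 genes, and 26 to 39, 0 to 0, 11 to 18 and 5 to 88 after adjustment. At 1.5 wks the highest count was without Ctrl mouse 2 and the lowest without Ctrl mouse 3, and at 4 wks they were without Ctrl mouse 2 and AggE mouse 2. The range was 6 to 18 for the regimens, 45 to 121 for 24 hrs against 1.5 wks (highest without Ctrl mouse 2 at 1.5 wks), 71 to 154 for 24 hrs against 4 wks (highest without AggE mouse 1 at 4 wks) and 7 to 17 for S3 File targets. For 24 hrs post-10-day the medians ran from 0.014 to 0.069 for the leukocyte list, 0.053 to 0.095 for the neutrophil list, 0.029 to 0.16 for the fibroblast list and -0.028 to 0.056 for TNF targets. TNF targets ran from -0.090 to 0.0070 at 1.5 wks and from -0.20 to -0.12 at 4 wks, and the PPARα list from 0.062 to 0.15 at 4 wks. Signal over background limits the pancreas, neutrophil and cytokine lists most, with 85.7%, 83.3% and 80% of their genes not well above background in either group at 24 hrs post-5-day stressor.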

Differences from the paper's values

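The paper's Table 1 gives 2169 genes at 24 hrs post-5-day stressor, 842 higher and 1327 lower, and 55, 33 and 22 were called here. Of the alternatives set before the data were examined, the signals processed by Feature Extraction (2135, 833 and 1302) and the deposited log ratios (1937, 955 and 982) come within 1.5 times of the paper's 3 values, and the others do not. For 24 hrs post-10-day stressor the paper gives 668, 383 higher and 285 lower, against 31, 27 and 4. The deposited log ratios come within that range for each (617, 298 and 319), the processed signals for the higher genes alone (262), and the others for none. At 1.5 wks the paper gives 1052, 530 higher and 522 lower, against 8, 8 and 0. The processed signals come within range for the total (773) and the lower genes (432), and no such alternative does for the higher genes. At 4 wks the paper gives 332, 193 higher and 139 lower, against 62, 28 and 34. Within range for the total are the processed signals (494), Aquantile or no normalization between arrays (330 each) and the slide as a fixed block (232), for the lower genes the processed signals (98) and the slide as a fixed block (206), and for the higher genes none. An offset of 0, chosen after seeing the values, gives 345 at 4 wks, and 1123, 552 and 150 in the other contrasts are out of range. The paper gives 3 times as many genes post-5-day as post-10-day at 24 hrs, against 1.77 times here, and Aquantile or no normalization between arrays (3.33) and the deposited log ratios (3.14) come within range. By adjusted p without a limit on the fold the ratio was 46.2, above that range.

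The paper has phagocyte functions inhibited at 24 hrs post-10-day stressor, while the neutrophil list was higher by camera there, with 11 of 12 genes higher. That call has little behind it, as the fry adjusted p was 0.530, 5 of 24 alternatives kept it, 91.7% of the genes were not well above background in either group and 0 genes had an unadjusted p of 0.05 or less. For 24 hrs post-5-day stressor the paper has functions of leukocytes and hydrogen peroxide and the regulators lipopolysaccharide and TNF activated, while the lists that stand in for them here were not past the limit. Without normalization between arrays the leukocyte list and the list of TNF, IL1B and lipopolysaccharide targets were past it. The acute phase list, whose genes inflammatory cytokines also raise, was higher at this point (median log2 fold change 0.71, camera adjusted p = 1.10e-12). The stand-in lists alone thus do not decide on the paper's regulators. PPARα is named by the paper as activated at 4 wks, and the list of its targets was past the limit from Cy-5 alone, with the processed signals, with array weights, without background correction and without AggE mouse 2, and not otherwise. The aryl hydrocarbon receptor is named there as well, and its list was past the limit with the slide as a fixed block, in which it was lower (-0.18). Targets of SREBP, which the paper names at 4 wks, were past the limit under none of the alternatives run.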

Other observations

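The test of the offset of the background correction was chosen only after the result was seen, and the readings of the tests of other tissue, time of day, glucocorticoid targets, sex-biased genes and the Ctrl mouse with another title were made more cautious after it.

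Among 100 splits of the mice into groups of the same sizes, the count of called genes was as large as the real one in 2 at 24 hrs post-5-day stressor, 1 at 24 hrs post-10-day and 4 at 4 wks, the real one included. Chance thus seldom gave counts this large. The highest counts of other splits were 59 against 55 at 24 hrs post-5-day, 29 against 31 at 24 hrs post-10-day and 148 against 62 at 4 wks. At 1.5 wks 80 splits gave a count as large, so that chance cannot be excluded. After adjustment the numbers were 1, 1 and 5, and 100 at 1.5 wks, and chance cannot be excluded at 4 wks or 1.5 wks. For the number of lists past the limit they were 40 at 24 hrs post-5-day, 94 at 1.5 wks, 3 at 24 hrs post-10-day and 51 at 4 wks, and a number as large was rare only at 24 hrs post-10-day. The shares of splits were not corrected for the number of patterns tested. For the S3 File targets 8 splits gave a count as large. With the signals processed by Feature Extraction, 5, 83, 13 and 8 splits (24 hrs post-5-day, 1.5 wks, 24 hrs post-10-day, 4 wks) gave a count as large, and the median of the other splits was 1115, 1124, 295 and 111 genes, so that chance cannot be excluded in any of them. For differences between time points, 37 splits gave a count as large as the 67 post-5-day and 7 as large as the 93 post-10-day. The 10 splits of Ctrl mice at 4 wks cannot give a share under 0.05, and 1 of them, that by slide, gave 152.

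The slide stays open for the counts of called genes. At 24 hrs it holds mice of 1 group, and with the slide as a random block the counts were 33 and 22. As a fixed block it gave 9 genes at 1.5 wks and 232 at 4 wks, each resting mostly on the 1 AggE mouse that shares a slide with Ctrl mice. Low Cy-5 signal is argued against as the cause of the calls, as 54, 10, 29 and 61 genes were called among probes well above background (24 hrs post-5-day, 1.5 wks, 24 hrs post-10-day, 4 wks). With the processed signals, 82.9%, 94.9% and 88.5% of the called probes were not well above background at the first 3 of these points, against 68.2%, 77.4% and 59.2% of all probes, so that low signal is a candidate explanation for many of those calls, and at 4 wks the share was 42.1% against 46.9%, which argues against it. With an offset of 0 in place of 50, 1123 genes were called at 24 hrs post-5-day stressor, so that the offset may account for part of the gap to Table 1.

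The Ctrl mouse at 1.5 wks whose title names another regimen may carry a wrong label. Without it 48 genes were called, and without Ctrl mouse 2, whose labels do not disagree, 57, so that this does not decide it.

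Other tissue in the liver sample was tested with 5 lists, none of whose genes were among those called at 2-fold and an unadjusted p of 0.05 or less (0 in each contrast). By adjusted p without a limit on the fold, 1 pancreas and 2 biliary genes were called at 24 hrs post-5-day, and 1 adipose and 1 biliary gene at 4 wks. The smallest camera adjusted p was 0.605 at 24 hrs post-5-day and 0.127 at 1.5 wks, both for skeletal muscle. No alternative took 1 of these lists past the limit at 24 hrs post-5-day, but their members go both ways there. By 1.5 wks the muscle list passed it in 3 of 26 alternatives, with 0.62 without Ctrl mouse 1, 0.47 without AggE mouse 3 and 0.46 without AggE mouse 4 (adjusted p 0.00414, 0.00833 and 0.0192, range 0.00414 to 0.864), and the pancreas list, lower, in 2. The smallest value was 0.0098 at 24 hrs post-10-day, for skeletal muscle, and 0.076 at 4 wks, for pancreas, where the erythroid list had a fry adjusted p of 0.0328, and other tissue remains open in each contrast. At 4 wks the pancreas list passed the limit in 5 of 29 alternatives, the erythroid list in 3 and the muscle list in 1, and post-10-day at 24 hrs the erythroid list did in 1 of 25. Muscle genes had a median of -0.12 at 24 hrs post-5-day, 0.21 at 1.5 wks (9 of 10 higher) and 0.35 at 4 wks (camera adjusted p = 0.261). For pancreas the medians were -0.018 with a positive mean of 0.0079, -0.027, 0.015 and 0.077. Erythroid genes had medians of 0.040 (mean -0.011), 0.13, 0.13 and 0.15. Adipose genes had 0.0058, 0.020 (mean -0.010), 0.0026 (mean -0.058) and 0.046, and biliary genes 0.011 (mean -0.063), 0.0083, 0.029 (mean -0.011) and -0.12, with camera adjusted p-values from 0.419 to 0.861 for these last lists. Abundant erythroid genes such as Hba-a1 are high in Ctrl livers, at a log2 ratio of 5.27 at 24 hrs post-5-day stressor.

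Time of day at collection was read from genes in phase with Arntl and Dbp, whose smaller adjusted p was 0.418, 0.603, 0.773 and 0.772 (24 hrs post-5-day, 1.5 wks, 24 hrs post-10-day, 4 wks). The Arntl list had medians of -0.16 (mean -0.030), 0.0037 (mean -0.023), 0.024 and 0.053 (mean -0.013), and the Dbp list -0.074, -0.066, -0.020 and 0.017. These lists are short and their members go both ways, so that a small shift in the time of collection remains open. Glucocorticoid targets had adjusted p-values of 0.875, 0.930, 0.803 and 0.418, with medians of -0.0068, -0.023, 0.0058 (mean -0.049) and -0.12. They were lower and past the limit at 1.5 wks (-0.20) and 4 wks (-0.40) with the slide as a fixed block, and a response to stress hormones, which may have passed by the time of collection, remains open. For male-biased genes the medians were -0.40 (5 of 16 higher, camera adjusted p = 0.0616), -0.056, -0.019 and -0.37 (4 of 16 higher), and for female-biased genes 0.024 (mean -0.036), 0.052, 0.029 and 0.039 (mean -0.060). The male-biased list was past the limit in 11 of 25, 1 of 27, 2 of 25 and 4 of 29 alternatives, as without normalization between arrays, with -0.76 at 24 hrs post-5-day, -0.45 at 24 hrs post-10-day and -0.85 at 4 wks, and the female-biased list at 1.5 wks in 4 of 27. The larger adjusted p of these lists was 0.204, 0.543, 0.706 and 0.679, and a loss of the male pattern remains open.

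For lists at points the paper does not discuss, SREBP targets had a median of -0.066 at 24 hrs post-5-day (camera adjusted p = 0.434) and 0.040 at 1.5 wks (0.208), AhR and NRF2 targets -0.081 (0.689), 0.031 (0.603) and, at 24 hrs post-10-day, 0.0051 with a mean of -0.12 (0.543), and CAR and PXR targets -0.15 (0.653), -0.0026 (0.772) and 0.0062 (0.762). In 2 alternatives each, the SREBP list was past the limit at both points and the CAR and PXR list at both 24 hr points. The hydrogen peroxide list at 24 hrs post-10-day had 0.057 (0.430), and at 1.5 wks and 4 wks -0.044 (0.204) and -0.019 (0.543). The neutrophil list had 0.0041 at 1.5 wks (0.773) and -0.033 at 4 wks (0.772), and the cytokine list -0.0017 at 1.5 wks (0.906). Besides Cyp4a10 and Dnajb1, the rule for naming genes gave at 4 wks a rise of Acad11 (log2 fold change 1.17, SE 0.23, limma adjusted p = 0.00798), and falls of Cyp2a4 (-1.26, SE 0.30, limma adjusted p = 0.0210) and of a transcript without a symbol (-1.21, limma adjusted p = 0.0360). The calls of Acad11 and Cyp2a4 held in 21 and 16 of 27 alternatives. Both were lost with the slide as a random block (limma adjusted p 0.059 and 0.119). Csad fell by 1.58 on the log2 scale at 24 hrs post-10-day stressor (limma adjusted p = 0.0580). Slide 3 held AggE mice of 2 groups. Lcn2 had a log2 ratio of 2.24 in AggE mouse 5 at 24 hrs post-5-day stressor and -0.18 to -0.12 in AggE mice 1, 3 and 4 at 1.5 wks on that slide.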
